# Transcriptome-wide analysis of pseudouridylation in *Drosophila melanogaster*

**DOI:** 10.1093/g3journal/jkac333

**Published:** 2022-12-19

**Authors:** Wan Song, Ram Podicheti, Douglas B Rusch, William Daniel Tracey

**Keywords:** *Drosophila melanogaster*, pseudouridine, transcriptome, Psi-seq, CMC, RluA-2 target, differential expression

## Abstract

Pseudouridine (Psi) is one of the most frequent post-transcriptional modification of RNA. Enzymatic Psi modification occurs on rRNA, snRNA, snoRNA, tRNA, and non-coding RNA and has recently been discovered on mRNA. Transcriptome-wide detection of Psi (Psi-seq) has yet to be performed for the widely studied model organism *Drosophila melanogaster*. Here, we optimized Psi-seq analysis for this species and have identified thousands of Psi modifications throughout the female fly head transcriptome. We find that Psi is widespread on both cellular and mitochondrial rRNAs. In addition, more than a thousand Psi sites were found on mRNAs. When pseudouridylated, mRNAs frequently had many Psi sites. Many mRNA Psi sites are present in genes encoding for ribosomal proteins, and many are found in mitochondrial encoded RNAs, further implicating the importance of pseudouridylation for ribosome and mitochondrial function. The 7SLRNA of the signal recognition particle is the non-coding RNA most enriched for Psi. The 3 mRNAs most enriched for Psi encode highly expressed yolk proteins (Yp1, Yp2, and Yp3). By comparing the pseudouridine profiles in the *RluA-2* mutant and the *w^1118^* control genotype, we identified Psi sites that were missing in the mutant RNA as potential RluA-2 targets. Finally, differential gene expression analysis of the mutant transcriptome indicates a major impact of loss of RluA-2 on the ribosome and translational machinery.

## Introduction

Pseudouridylation is one of the earliest discovered and most abundant post-transcriptional RNA modifications. Pseudouridine (Psi), the C5-glycoside isomer of uridine occurs at specific nucleotide residues in rRNAs, tRNAs, snRNAs, snoRNAs, and other ncRNAs (Ge and Yu 2013) and more recently Psi has also been found in mRNA (Carlile *et al*. 2014; Lovejoy *et al*. 2014; Schwartz *et al*. 2014; Li *et al*. 2015). Psi sites within RNAs are thought to have various functions depending on the molecule. Psi sites in tRNAs are present in the anticodon stem-loop, D-stem, and other conserved sites and contribute to the stabilization of tertiary structure. In rRNA, the known Psi sites are concentrated near the decoding site, the peptidyl transferase center, and at sites of interaction with ribosomal proteins, where they are thought to be important for ribosome assembly and protein synthesis (Charette and Gray 2000). In the non-coding RNA (ncRNA) of telomerase, a functionally important Psi residue is located in a region involved in telomerase reverse transcriptase (RT) binding (Penzo *et al*. 2017). Incorporation of Psi into therapeutic mRNAs results in a reduced immune response to the RNA and enhanced protein expression (Kauffman *et al*. 2016).

Experimental detection of pseudouridine residues has been hindered and complicated by the fact that Psi and uridine share the same molecular mass and similar base-pairing properties upon reverse transcription. The most frequently used method to detect this nucleoside is to treat RNA with cyclohexyl-*N*′-(2-morpholinoethyl)-carboiimide metho-*p*-toluene sulfonate (CMCT). CMCT reacts with uridine- and guanosine-like nucleotides and subsequent alkaline treatment of the reacted RNA hydrolyzes CMC adducts to G and U but does not hydrolyze CMC-Psi mono-adducts. The bulky CMC moiety blocks primer extension (Ho and Gilham 1967) and this block may be directly detected with polyacrylamide gel electrophoresis and autoradiography in highly abundant RNA species such as rRNA. Pioneering work by the Ofengand group used this reaction to detect highly conserved Psi sites in rRNA in species ranging from prokaryotes to eukaryotes (Bakin and Ofengand 1993).

More recently, next generation RNA sequencing approaches have been adopted for detection of pseudouridines in lower abundance transcripts. The majority of these methods also depend on CMCT treatment since the CMC adduct conjugated to Psi prevents readthrough by RT. Bioinformatic analyses of CMC-treated libraries identify sites of pseudouridylation where reverse transcription is more frequently terminated relative to reads in untreated libraries. This Psi-seq approach (also known as “pseudo-seq,” “Ψ-seq,” or “CeU-Seq”) has been employed for global transcriptome-wide identification of pseudouridylation sites in yeast (Carlile *et al*. 2014; Lovejoy *et al*. 2014; Schwartz *et al*. 2014), human cell lines (Carlile *et al*. 2014; Schwartz *et al*. 2014; Li *et al*. 2015), mouse (Li *et al*. 2015), *Toxoplasma gondii* (Nakamoto *et al*. 2017), and *Arabidopsis thaliana* (Sun *et al*. 2019).

The post-transcriptional isomerization of uridine to pseudouridine is catalyzed by 6 families of pseudouridine synthases (TruA, TruB, TruD, RsuA, RluA, and Pus10). The archaeal and eukaryotic TruB homologues function with auxiliary guide RNAs, while the rest act as stand-alone enzymes (Ofengand 2002; Hamma and Ferre-D’Amare 2006). Some pseudouridine synthases have highly conserved and specific substrates, whereas others show more broad and complex targets (Rintala-Dempsey and Kothe 2017). In the *Drosophila melanogaster* genome, there are 9 proteins with an annotated pseudouridine synthase domain. *Drosophila* nucleolar protein 60B (Nop60B), also known as *minifly* (*mfl*), is a well-studied homolog of human box H/ACA RNP dyskerin (mouse NAP57 and yeast Cbf5). Nop60B/Mfl is essential for *Drosophila* viability and fertility as it is required for ribosome biogenesis and the *mfl* mutant has reduced pseudouridylation at several sites of 28S and 18S rRNA (Phillips *et al*. 1998; Giordano *et al*. 1999; Breznak *et al.* 2022). Two other pseudouridine synthases (RluA-1 and RluA-2) have been studied for their roles in the negative regulation of nociception (Song *et al*. 2020). RluA-1 is primarily expressed in multidendritic sensory neurons including the larval nociceptors whereas RluA-2 is expressed ubiquitously. RluA-1 and RluA-2 belong to RluA family which have complex substrate specificity in yeast and bacteria (Hoang *et al*. 2006).

Here, we have applied the Psi-seq technique to identify sites of pseudouridylation in *D. melanogaster* female head transcriptome. In addition, we have investigated the pseudouridine and transcriptional profile in animals lacking the ubiquitously expressed RluA family member RluA-2. Our results suggest a major role for RluA-2 for pseudouridylation across a variety of RNA classes as well as large changes in gene expression that occur in animals lacking RluA-2 function.

## Materials and methods

### Fly strains and raising conditions

The isogenic *w^1118^* strain used as the control genotype was obtained from Bloomington stock center. The mutant of *RluA-2^del-FRT^* used in the study was a complete deletion of the locus that was generated and previously described (Song *et al*. 2020). All flies were reared on yeast, corn meal food in bottles, or vials at an incubator with controlled temperature (25°C) and humidity (70%) on a 12 h light/12 h dark cycle.

### RNA extraction from adult head tissue

For Experiment 1 (Exp 1), newly eclosed virgins from isogenized *w^1118^* (iso*w^1118^*) were collected twice every day (once in the morning and once in the afternoon) with <8 h in between. For Experiment 2 (Exp 2), newly eclosed virgins from iso*w^1118^* and homozygous *RluA-2^del-FRT^* (Song *et al*. 2020) were collected in the similar way. The flies were put into vials with yeast and Bloomington recipe fly medium (20–30 flies in each vial) and aged for 1 day in the incubator. The flies were then snap frozen in liquid nitrogen and kept at −80°C for 3 days until sufficient number of flies from each genotype had been collected. The frozen flies were then decapitated and 100 heads per replicate homogenized in TRIzol reagent (Invitrogen). Total RNA was prepared according to the manufacturers' recommendations.

### In vitro transcription of RNA “spike-in”

The RNA spike-in sequence containing a single pseudouridine at position 43 as used previously (Schwartz *et al*. 2014) was in vitro transcribed from dsDNA template (synthesized as gBlocks gene fragment from IDT). In vitro transcription was performed in a volume of 20 μl with MEGAshortscript T7 transcription kit (AM1354; Invitrogen), using 75 nmol each of GTP, CTP, ATP, and Psi-TP (TriLink Biotechnologies). The RNA product was purified with MEGAclear Transcription Clean-Up kit (AM1908; Invitrogen) before adding into the Psi-seq libraries.

### CMCT treatment and RNA-seq library preparation

Polyadenylated RNA was enriched from total RNA using 2 rounds of Oligo(dT) dynabeads (Invitrogen) according to manufacturer's protocol. To each polyA-RNA sample, spike-in RNA (∼3 μg) was added and then the samples were split into 2 equal samples for CMCT or mock treatment. CMCT treatment was carried out essentially as described (Bakin and Ofengand 1993, 1995). However, when we used the exact conditions of prior studies (Schwartz *et al*. 2014), we failed to obtain a distinctive signal of termination fold change at the expected Psi position of our spiked in RNA (data not shown). Therefore, to optimize the CMC treatment and pseudouridylation detection efficiency for our Psi-seq, we tested the impact of several main factors affecting the efficiency of CMCT derivatization, including fragmentation before CMC treatment as used previously (Carlile *et al*. 2014; Li *et al*. 2015), alternative temperatures and durations of CMCT and alkaline treatment. We found that a 1-h CMCT treatment at 37°C on non-fragmented RNA combined with the 6 h of alkaline hydrolysis at 37°C resulted in the highest termination fold change (>5) at the expected position in the spike-in and significantly reduced noise compared with a variety of other treatment conditions that we attempted (Supplementary Fig. 1). We thus implemented this optimized CMCT treatment conditions for our Psi-seq library preparation.

Specifically, pelleted polyA+ RNA was resuspended in 30 μl 200 mM CMCT in BEU buffer (50 mM bicine, pH 8.3, 4 mM EDTA, and 7 M urea) or in 30 μl BEU buffer only (for mock samples) at 37°C on a thermomixer with 300 rpm rotation for 1 h. The CMCT reaction was stopped with 100 μl of 0.3 M sodium acetate and 0.1 mM EDTA (pH 5.6). After washing, the pellet was dried, dissolved in 40 μl of 50 mM sodium bicarbonate (pH 10.4) at 37°C for 6 h. Mock samples were handled identically in all steps but without CMCT treatment. RNA was then precipitated, washed, and dissolve in RNase-free water for library preparation.

Illumina sequencing libraries were prepared following the RNA ligation method as detailed (Schwartz *et al*. 2014). The single-stranded cDNA product was amplified for 9–11 cycles in a PCR. Libraries were pooled and sequenced on Illumina NextSeq 550 with high output of 75 bp paired end reads.

### Read trimming and mapping

Reads were adapter trimmed and quality filtered using Trimmomatic version 0.33 (Bolger *et al*. 2014) setting the cutoff threshold for average base quality score at 20 over a window of 3 bases, excluding the reads shorter than 20 bases post-trimming (parameters: leading = 20, trailing = 20, sliding window = 3, Minilen = 20). Alignment of the reads to the reference sequence was done in 2 phases. Cleaned reads were first mapped to a sequence reference comprising of the *D. melanogaster* 18S, 5.8S, 2S, and 28S ribosomal RNA gene sequences (accession: M21017.1) and the sequence for RNA spike-in (Schwartz *et al*. 2014) using bowtie2 (Langmead and Salzberg 2012). The remaining unmapped read pairs were extracted and mapped to the *D. melanogaster* genome reference release FB2017_04 (Larkin *et al*. 2021) using a splice-aware aligner, STAR version 2.6.1a (Dobin *et al*. 2013).

### Calculation of termination ratios and termination fold change

Inserts were identified by interpolating the concordantly mapped read pairs. For each insert, the 5′ end of the read R2 was identified as the termination site of the product from reverse transcription. For each sample, a termination ratio (TR) was computed as the ratio of number of reads terminating at the termination site to the total coverage at the site. Also, a termination fold change is computed for each site as the log2 ratio of TR in the CMC-treated sample (TR_CMC_) to that in the corresponding mock-treated sample (TR_Mock_).

### Identification of putative Psi sites

The termination sites with the TR_CMC_ being significantly larger than the corresponding TR_Mock_ were identified using a 2-proportion *z*-test.

Two proportion *z*-test at a given nucleotide position

$$H_{o}:\;TR_{\mathrm{CMC}}\leq TR_{\mathrm{Mock}}$$

$$H_{a}:\;TR_{\mathrm{CMC}}>TR_{\mathrm{Mock}}$$

Test statistic *z* is calculated as

$$z=\frac{TR_{\mathrm{CMC}}-TR_{\mathrm{Mock}}}{\sqrt{\left(\;p\;(1-p)\left(\frac{1}{\mathrm{Cv}g_{\mathrm{CMC}}}-\frac{1}{\mathrm{Cv}g_{\mathrm{Mock}}}\right)\right)}}$$

where Cvg_CMC_ and Cvg_Mock_ are the read coverage values in the CMC- and mock-treated samples, respectively, at the given nucleotide position and *p* is the pooled sample proportion which is calculated as

$$p=\frac{\left(\left(\mathrm{Cv}g_{\mathrm{CMC}}\;TR_{\mathrm{CMC}})+(\mathrm{Cv}g_{\mathrm{Mock}}\;TR_{\mathrm{Mock}}\right)\right)}{\left(\mathrm{Cv}g_{\mathrm{CMC}}+\mathrm{Cv}g_{\mathrm{Mock}}\right)}$$

The test is considered relevant only when there are at least 5 CMC-treated reads terminating at the position and another 5 continuing over the position.

$$(\mathrm{Cv}g_{\mathrm{CMC}}\times TR_{\mathrm{CMC}})\geq 5\;\;\mathrm{and}\;(\mathrm{Cv}g_{\mathrm{CMC}}\times \;(1-TR_{\mathrm{CMC}}))\geq 5$$

The *P*-values associated with the test static *z* (*z*-score) were adjusted for multiple testing using the Benjamini–Hochberg method. Termination sites from within the annotated gene regions with uridine as the upstream base and the adjusted *P*-value <0.05 in at least 2 *w^1118^* replicates, each from different experiments were considered potential Psi sites. Sites with significant adjusted *P*-values in 6 or 7 *w^1118^* replicates were categorized as high reproducibility sites, those in 4 or 5 *w^1118^* replicates as intermediate reproducibility sites and in 2 or 3 as low reproducibility sites.

### Calculation of expected number and *P*-value of Psi-containing codons on nuclear and mitochondrial mRNAs

The probability of occurrence for a given codon with pseudouridine replacing uridine at a given position was estimated as the ratio of the number of occurrences of that codon in the coding regions of the nuclear or mitochondrial mRNA genes (with at least 10× coverage in the *w^1118^* sample) to the total number of uridine-containing codons from those regions divided by the number of uridines within the codon. An expected number for each Psi-associated codon was estimated by multiplying its probability of occurrence with the total number of Psi sites associated with the coding regions (907 sites associated with nuclear mRNAs and 99 sites with mitochondrial mRNAs). *P*-values indicate the probability of finding more than the observed number of Psi sites by chance if the observed number was greater than the expected number or the probability of finding at most the observed number of Psi sites if the observed number was less than or equal to the expected number as calculated assuming binomial distribution.

### Identification of RluA-2-dependent sites

Psi sites called using our criteria described above in *RluA-2* and *w^1118^* of Exp 2 were compared. The Psi sites that were called in at least 2 *w^1118^* libraries from both of the experiments (Exp 1 and Exp 2) but not detected in any of the *RluA-2* mutant libraries are RluA-2 dependent and identified as RluA-2 targets.

### Detection of prevalent sequence motifs

For each RluA-2-dependent Psi site, a flanking sequence of 21 bp was extracted and a consensus was drawn using seqLogo version 2.8 (Crooks *et al*. 2004; parameters: -B 2 -T 0.25 -C 21 -k 1 -s -10 -c -n -Y).

### Differential gene expression analysis

Mock libraries of *RluA-2* were compared against *w^1118^* mock libraries to identify any significant differential gene expression. Read pairs mapping concordantly and uniquely to the exon regions of the annotated genes were counted using featureCounts tool ver. 2.0.0 of Subread package (Liao *et al*. 2014). Read alignments to antisense strand, or to multiple regions on the genome or those overlapping with multiple genes were ignored (parameters: -s 2 -p -B -C). Differential expression analysis was performed using DESeq2 ver. 1.12.3 (Love *et al*. 2014) and the *P*-values were corrected for multiple testing using the Benjamini–Hochberg method. Genes with adjusted *P*-values <0.05 were considered significantly differentially expressed.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) was performed on a group of predefined gene sets derived from 137 Kyoto Encyclopedia of Genes and Genome pathways pertaining to *D. melanogaster* (Kanehisa and Goto 2000) to detect any significant, concordant differences between *RluA-2* and *w^1118^* gene expressions. The analysis was conducted using the software GSEA from Broad Institute (Subramanian *et al*. 2005) for which a matrix of DESeq2 normalized read counts for each gene were supplied as input (parameters: permute = gene set, metric = Signal2Noise, scoring_scheme = weighted).

## Results

### Optimization of Psi-seq library preparation conditions for efficient detection of putative pseudouridine sites

We began our experiments with optimization of a previously used strategy (Schwartz *et al*. 2014) and applied the optimized technique to *Drosophila* head RNA. As an internal control to monitor, the effectiveness of the treatment and efficiency of the Psi detection, we spiked in a 150-bp in vitro transcribed RNA oligonucleotide containing a single pseudouridine at position 43 (Schwartz *et al*. 2014) at an early stage of library preparation. In pilot experiments, we identified experimental treatment conditions that allowed for robust calling of the pseudouridine of the RNA spike-in (Supplementary Fig. 1, details in Materials and methods). Our RNA samples were split into 2 equal halves immediately after polyA enrichment with one half subjected to CMCT treatment and the other to a mock treatment. This was followed by a ligation of an RNA adapter, an adapter-specific RT reaction, then a second ligation of a DNA adapter. The samples were then barcoded, amplified, and pooled for Illumina sequencing (Fig. 1a).

**Fig. 1.**
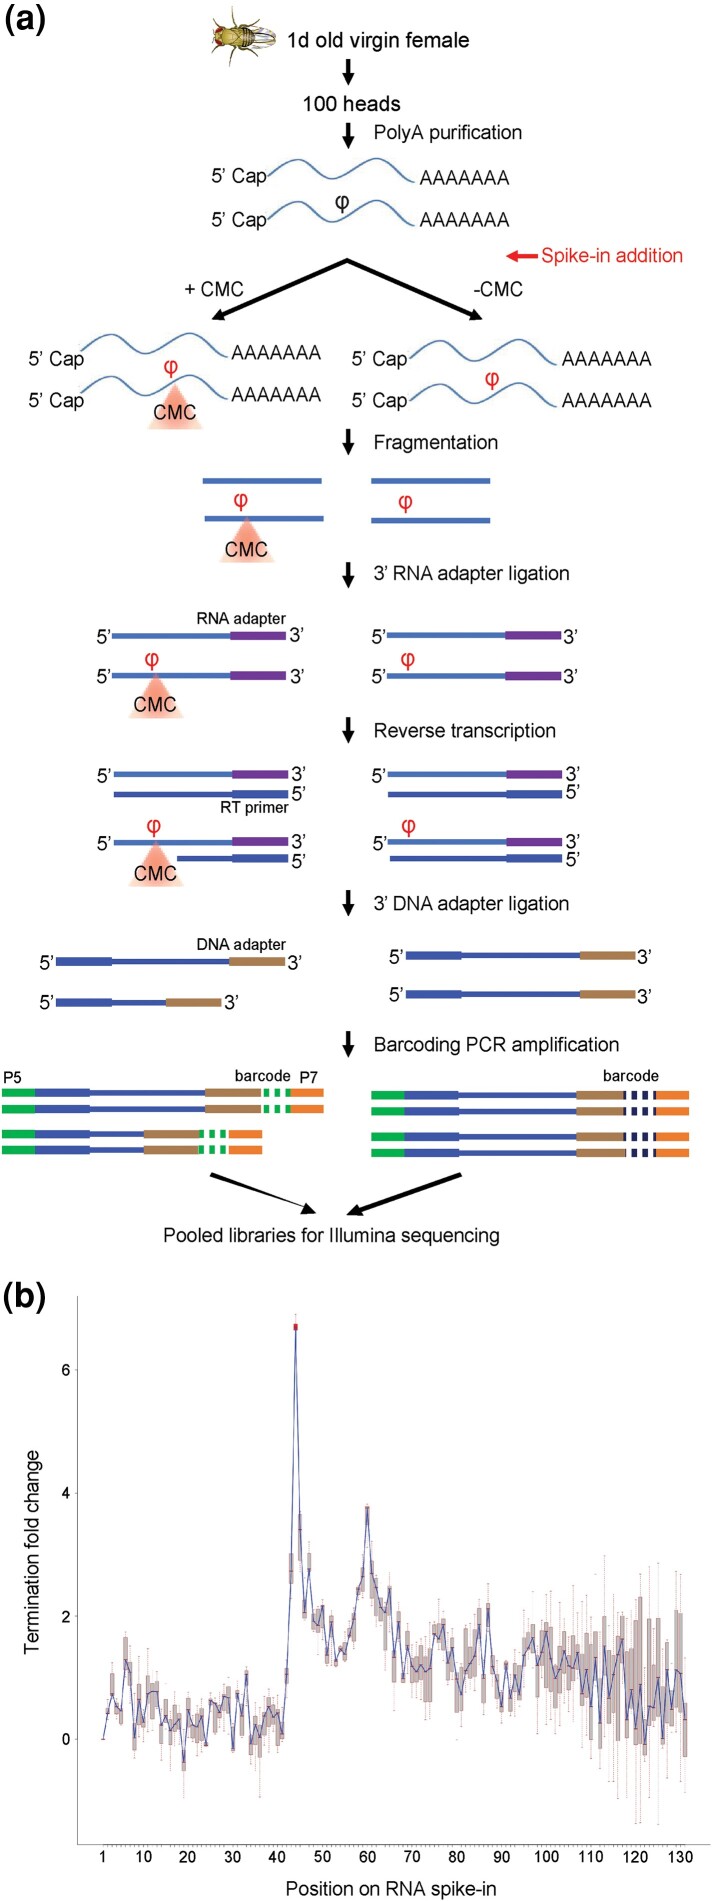
a) Schematic of *D. melanogaster* Psi-seq library construction. RNA was extracted from heads of unmated female flies. An in vitro transcribed RNA spike-in containing a single pseudouridine at position 43 was added into the RNA samples immediately after polyA selection and the optimized CMCT derivatization step (Supplementary Fig. 1) was carried out prior to RNA fragmentation and subsequent library preparation. Libraries were barcoded and pooled for the final Illumina sequencing. b) A connected box plot showing the termination fold change (log_2_) on each of the nucleic acid position along the synthetic RNA spike-in added to the genetic background *w^1118^* libraries (*n* = 7) used for pseudouridine mapping. With the optimized CMCT treatment (Supplementary Fig. 1), the termination fold change peak at the only Psi (position 43) of the RNA spike-in (highlighted with the red box plot) stands out among all the other positions.

The RNA samples we used for the mapping of pseudouridylation were isolated from the heads of 1 day old virgin female flies of an iso*w^1118^* strain. This genetic background was previously used for behavioral characterization of *RluA-1* and *RluA-2* mutants (Song *et al*. 2020) and we focused on the head tissue since it would be enriched for genes expressed in the nervous system which are of greatest interest to us given the nociception phenotypes in the mutants. To assess repeatability, we carried out 2 sets of experiments. 

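Exp 1 holds 3 pairs of libraries from the heads of w1118 females, each pair a CMC-treated and a mock-treated library from one RNA sample split after poly(A) enrichment. CMC stays bound to pseudouridine and stops reverse transcription 1 base before it, so that reads end at the base next to the modified one. For each library, the deposited files give the number of read pairs that the authors counted per gene. They also give, for each position of the rRNA genes, the spike-in and the genome, the number of inserts that terminate there and the coverage. The authors trimmed and aligned the reads and made these counts, and no normalization had been applied. Total gene counts ran from 13008271 to 16999988 in the 3 CMC libraries, with a median of 15158767, and from 13986182 to 20555404 in the 3 mock libraries, with a median of 18317318. Cytoplasmic rRNA took 26.7 to 39.5% of the listed CMC terminations and 54.0 to 66.3% of the listed mock terminations. A position is listed for both libraries of a pair where the CMC library has a termination, and the values show each termination count plus 1. Mock terminations elsewhere on the genome are therefore missing. Replicate 1 lists 13339794 of them on the genome, against 18181467 mock read pairs. In its CMC library these numbers were 14576350 and 14582423. The mock share on rRNA is thus too high, by an amount not computed. The site tests below used the values as listed, with each pair treated as one replicate.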

In Exp 1, we prepared, sequenced, and analyzed 3 pairs of *w^1118^* libraries (with each pair containing a CMCT and mock treatment). 

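Exp 2 holds 4 pairs of libraries from w1118 and 4 pairs from flies that carry a deletion in RluA-2, which encodes a pseudouridine synthase, with the same 2 kinds of file per library as Exp 1. Total gene counts of the w1118 libraries were 16118398 to 21125613 (median 18984234.5) with CMC and 12035142 to 30701799 (median 20564006.5) with mock treatment. Those of the RluA-2 libraries were 19503469 to 21412913 (median 20385191.5) with CMC and 12174443 to 22000890 (median 20204616) with mock treatment. The share of listed mock terminations on rRNA was 49.9 to 68.4% in w1118 and 45.6 to 52.5% in RluA-2. The deleted gene was read in every pair from the CMC terminations within its span, positions 10477073 to 10482975 of 2L on the forward strand. There were 125, 159, 99 and 102 such terminations in the w1118 replicates 1 to 4, and 28, 28, 12 and 40 in the RluA-2 replicates 1 to 4. Per 1000000 gene counts, the mean was 6.43 ± 1.04 (SD, n = 4) in w1118 and 1.32 ± 0.54 (SD, n = 4) in RluA-2, and no value of one group reached the other (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Beyond the first 1 kb of the span, the 4 w1118 pairs together had 415 terminations and the 4 RluA-2 pairs had 2. Within the first 1 kb, the w1118 pairs had 70 and the RluA-2 pairs 106. Libraries were compared as unpaired groups. For one replicate number, the correlation across genes between the deviations of the w1118 and the RluA-2 mock library from their group means ran from -0.054 to 0.027.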

In Exp 2, we performed the procedures on 4 pairs of *w^1118^* and 4 pairs of *RluA-2^del-FRT^* mutant (Supplementary Table 1 in File 1). An average of 91% of the paired reads from the 22 libraries had both mates cleared through quality filters and >87% of the reads could be mapped concordantly (Supplementary Table 2 in File 1), confirming the high quality of the sequencing reads for the libraries from both experiments.

To call potential Psi sites, we determined a *termination ratio* for all nucleotide sites in the sequenced libraries. The termination ratio was computed as the ratio of read counts that terminated at a specific site in CMC-treated samples and the total coverage in mock-treated samples. Since the CMC treatment blocks reverse transcription adjacent to a Psi site, a higher termination ratio in the CMC library compared with the corresponding mock library is an indicator of the location of a potential Psi residue. We then used the log2 of termination ratio in the paired CMC and mock libraries to define *termination fold change*. 

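The termination fold change at the base next to the single pseudouridine of the spike-in, position 43, was computed in each pair as the log2 of the CMC over the mock termination ratio, with no pseudocount. Across the 7 w1118 pairs it was 6.66 ± 0.20 (SD, n = 7), from 6.25 to 6.90. Coverage at this position was 13039 to 66017 in the CMC libraries and 18688 to 54563 in the mock libraries of w1118. In Exp 1 the mean was 6.51 ± 0.23 (SD, n = 3), and in the w1118 pairs of Exp 2 it was 6.77 ± 0.09 (SD, n = 4). The 4 RluA-2 pairs gave 6.76 ± 0.10 (SD, n = 4), a difference from w1118 of Exp 2 within the spread between replicates (exact permutation test, two-sided, p = 0.83). This position had the highest fold change of the spike-in in all 11 pairs, and the next highest position of a pair reached 3.1 to 4.5. With each w1118 pair left out in turn, the mean stayed between 6.62 and 6.73.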

Our bioinformatics pipeline, when applied to the synthetic spike-in RNA in our experiments resulted in termination fold change at the expected position adjacent to the Psi site that was >6 across all pairs of CMC and mock libraries (Supplementary Table 2 in File 1). A termination fold change >6 represents an average absolute fold change >64 (since log_2_(64) = 6; Fig. 1b). This result for the RNA spike-in indicates a highly efficient CMCT treatment which produced strong termination adjacent to the Psi site.

### Pseudouridylation of *Drosophila* ribosomal RNAs

Previous studies have mostly employed subjectively chosen thresholds for Psi site calling, i.e. a combination of “Psi ratio” (equivalent to our “termination ratio”) > 0.1 and “Psi fold change” (equivalent to our “termination fold change”) of >3 were used to identify the candidate pseudouridine sites in yeast and human cell lines (Schwartz *et al*. 2014). We found that applying the same thresholds to our data resulted in the calling of an extremely high number of sites. For instance, if we applied the thresholds of Schwartz *et al* (2014), we identified over 200,000 sites across 7 *w^1118^* libraries. In addition, we found that reproducibility of sites called using this thresholding method was low when comparing across replicates. 

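Positions with a CMC termination ratio above 0.1 and a log2 fold change above 3 were counted over all listed positions, whatever their base. The union over the 7 w1118 pairs held 517679 positions, and single pairs gave 3867 to 152982 with a median of 82283. Each pair lists 4185463 to 6168150 positions. With a coverage of at least 20 required in both libraries, the union fell to 144082, and with a linear fold change of 3 in place of the log2 value it rose to 4491882.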

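Of the positions past these thresholds in any w1118 pair, 27209 (5.26%) were past them in 2 or more pairs, 13744 in at least 1 pair of each experiment, and 66 in all 7 pairs.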

The very high number of sites using the thresholding and the lack of reproducibility across samples caused us to question the robustness of this calling method for our experimental conditions.

To overcome this limitation, we analyzed the potential Psi sites according to the statistics of the termination ratios that we observed. To do this, we applied a 2-proportion *z*-test to evaluate whether the termination ratio at a specific site in the CMC-treated sample was significantly higher than in the mocked treated sample. 

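The z-test was computed as the difference between the CMC and mock termination ratios over the square root of p(1 - p)/coverage in CMC plus 1/coverage in mock, with p the pooled proportion. This denominator was taken because the adjusted p-values that the paper reports in Supplementary Tables 3 and 4 follow it in Exp 1. With it, the number of tests implied by each of 756, 834 and 781 rows of the 3 pairs stayed within 1% of a single number per pair, whose median was 274628, 254241 and 275900. The test was one-sided and covered positions with at least 5 CMC reads that terminate and at least 5 that continue, and with a CMC termination ratio above that of the mock library, which was 507995, 391038 and 486372 positions of any base. The paper's implied numbers of tests were 54.1, 65.0 and 56.7% of these positions, so its adjustment may have covered fewer. Its site counts can differ from those here for that reason, by an amount not tested. P-values were adjusted within a pair over all bases by the Benjamini-Hochberg method, and positions with an adjusted p under 0.05 were called. In this way 2678, 4433 and 4201 positions were called in the pairs of Exp 1, and 3177, 2101, 1370 and 2238 in the w1118 pairs of Exp 2. The median mock coverage of called positions lay between 12619 and 221831.5 over the 11 pairs, against 202 to 562 for the tested positions. On simulated counts in which 200 positions had a raised CMC ratio, the test called all 200 and no other. The raise was large, and only positions of high coverage were simulated, with counting error alone. The simulation therefore checks the computation and does not give the sensitivity or the false calls on real counts.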

Sites with an associated False Discovery Rate (FDR) < 0.05 are statistically more likely to terminate than expected and were called as potential Psi sites. In addition, we expect biologically meaningful sites to show reproducibility across samples, thus we required that a potential Psi site was called in at least 2 *w^1118^* replicates across the 2 independent experiments (details in Materials and methods). Finally, we categorized the Psi sites according to high reproducibility (identified in 6–7 paired replicates), intermediate reproducibility (identified in 4–5 paired replicates), or low reproducibility (identified in 2–3 paired replicates).

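A position of 18S, 5.8S, 28S or 2S rRNA was kept as a Psi site when it was called in at least 1 w1118 pair of each experiment and the base 5' of the termination was U. Bases were read from the 21-base flanks printed in the paper's Supplementary Tables 3 and 4, so only positions near a site of those tables have a known base. This gave 848 U positions, of which 726 are among the rows of Supplementary Table 3 and 122 are not. With a fold change above 1 also required, a setting chosen after the data were seen, 715 remained and all are in the table. The other bases were put through the same test. Of the tested positions with a known base, 848 of 1301 U (65.2%), 288 of 1040 G (27.7%), 176 of 1300 A (13.5%) and 90 of 787 C (11.4%) were called. U therefore made up 60.5% of the called positions with a known base (95% Wilson interval 57.9 to 63.0%, counting error only). With the pooled variance of the z-test there were 1182 U positions on these rRNAs, and with every position thinned to a coverage of 1000 there were 83.

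**Figure D1:**
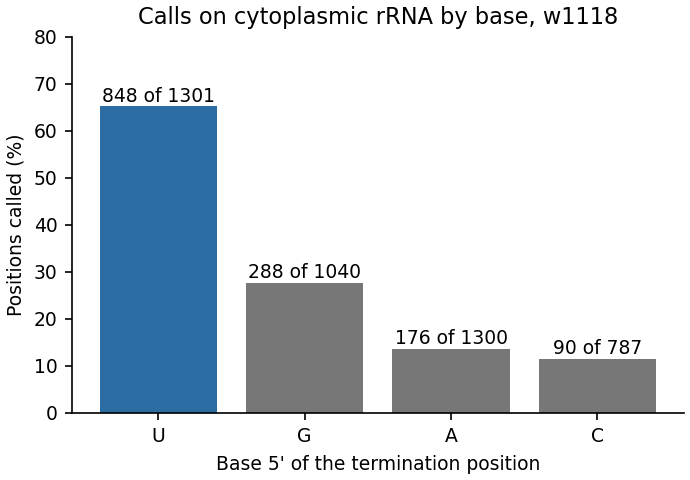
Positions of cytoplasmic rRNA called in at least 1 w1118 pair of each experiment, as a percent of the tested positions with each base 5' of the termination. One bar stands for each base, with the number called of the number tested above it, and U is highest at 65.2% and C lowest at 11.4%.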

According to these criteria, we identified 735 potential Psi sites on cellular rRNA which survived the polyA enrichment of our samples (Supplementary Table 3 in File 1). 

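By the number of w1118 pairs in which they were called, 663 of the kept U positions of cytoplasmic rRNA (78.2%) were called in 6 or 7 pairs, 151 in 4 or 5 and 34 in 2 or 3. Among called positions with a known base, U made up 67.6% of those called in 6 or 7 pairs, 49.7% of those in 4 or 5 and 29.1% of those in 2 or 3. At this coverage, reproducible calls were also made at 170 G, 99 A and 49 C positions in 6 or 7 pairs.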

Although this level of Psi on rRNA vastly exceeds the number of previously identified sites, 532 of the sites (72.4%) were highly reproducible. These highly reproducible sites on cellular rRNA are distributed across rRNA classes including 288 Psi sites in 28S, 16 sites in 5.8S, as well as 228 sites in 18S rRNAs (Supplementary Table 3 in File 1). 

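Of the kept U positions called in 6 or 7 pairs, 367 lie in 28S, 280 in 18S and 16 in 5.8S rRNA. They come from 468 kept positions in 28S, 355 in 18S and 22 in 5.8S. The 3 positions in 2S rRNA were called in 4 or 5 pairs.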

In *D. melanogaster*, only 57 Psi sites on the large subunit (LSU) of cytoplasmic rRNA have been previously reported using the canonical primer-extension-based pseudouridine detection method (Ofengand and Bakin 1997; “Ofengand site” indicated by gray vertical lines in Supplementary Fig. 2). Using our method of Psi calling, we have identified 53 of those known LSU sites (labeled as Ofengand site in Column H in Supplementary Table 3 in File 1). 

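The 53 positions that Supplementary Table 3 marks as known large-subunit sites were looked up in the calls, and all 53 were called. The authors had already called them from these libraries, and the denominator used here was taken from their values. The number is therefore no measure of how many known sites are found, and known sites that the authors did not call were not looked up. Of the 53, 49 were called in 6 or 7 w1118 pairs, 3 in 4 or 5, and 1 in 2 or 3. Their median termination fold change in the w1118 pairs of Exp 2 was 5.34, against 1.32 for the 415 other kept U positions of 28S rRNA.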

Notably, 49/53 of those known sites are highly reproducible Psi sites in our analysis (Supplementary Table 3 in File 1). In Fig. 2, the cytoplasmic rRNA Psi sites are mapped onto the 3D-based secondary structure of LSU rRNA of *D. melanogaster* (RiboVision version 1.15+; Bernier *et al*. 2014). As there is no obvious clustering of the sites, additional analyses will be required to understand how the patterns observed relate to ribosomal function.

**Fig. 2.**
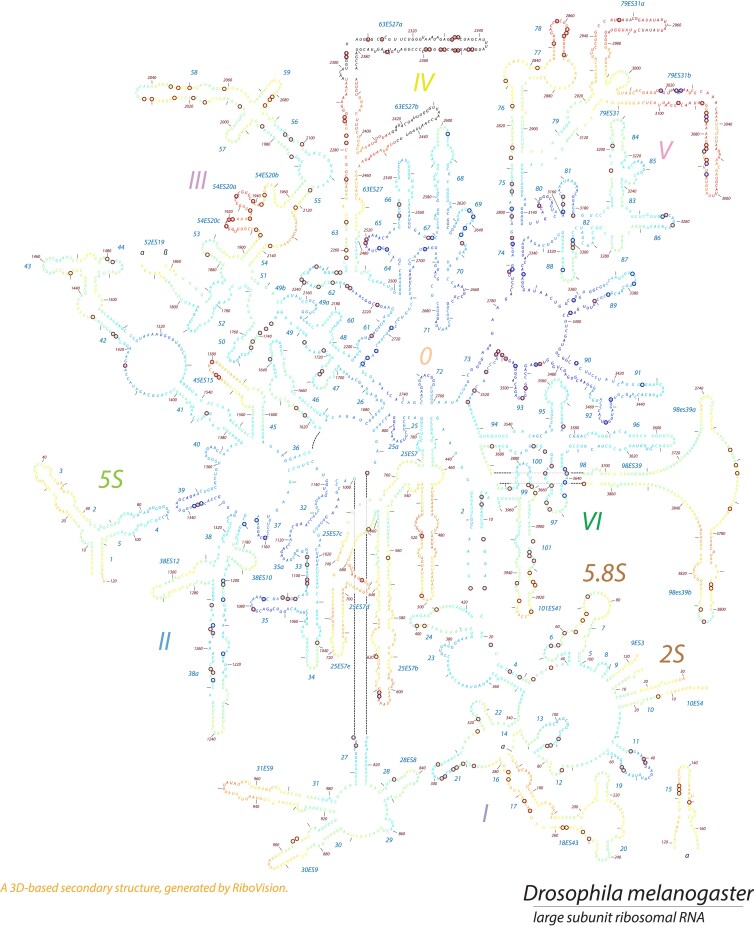
Location of pseudouridine modification sites (circled U) on cytoplasmic LSU rRNA secondary structure in *D. melanogaster*. Psi residues are circled in red for high reproducible sites and in blue for previously identified Ofengand sites. The residues are color coded according to the “fine grained onion” scheme in which close proximity to the peptidyl transferase center is indicated by cooler colors (i.e. blue) and sites far from the center are indicated by warmer colors.

In addition to the 735 potential Psi sites identified on cytoplasmic rRNA, we also found 125 sites on mitochondrial rRNA, among which 57 highly reproducible sites were identified on the mitochondrial large ribosomal RNA (lrRNA; Supplementary Table 3 in File 1). 

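On mitochondrial rRNA, 120 U positions were kept, with 118 on lrRNA, of which 54 were called in 6 or 7 pairs. Called positions of mitochondrial rRNA with another base were 33 at A, 9 at G and 1 at C.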

Previously studies have identified a single pseudouridylation site in human mitochondrial 16S rRNA (Psi1397) which is essential for its stability and assembly into the mitochondrial ribosomes (Antonicka *et al*. 2017). Our results suggest a more widespread occurrence of Psi sites on mitochondrial rRNA in *D. melanogaster*.

### Psi-seq identified predicted and novel Psi in snRNAs, snoRNAs, tRNAs, and other ncRNAs

Like the ribosome, the spliceosome is an important catalytic ribonucleoprotein machine. Numerous Psi sites have been reported in the spliceosomal snRNAs U1, U2, U4, U5, U6, U12, U4atac, and U6atac (Yu *et al*. 2011; Adachi and Yu 2014). 

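On the spliceosomal snRNAs, 19 U positions were kept on U1 genes, 11 on U2, 2 on U5 and 5 on U6. Only positions whose base can be read from the flanks in Supplementary Table 4 could be kept. Reads of identical gene copies were assigned by the authors' alignment, so that a site is given on the copy that the files list.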

Although our protocol relied on polyA enriched RNA, we identified potential pseudouridine modifications on 4 spliceosomal snRNAs, including 21 on U1, 11 on U2, 2 on U5, and 5 on U6 (Supplementary Table 4 in File 1). Six of these (Psi5, Psi6, Psi22 on U1, Psi44, Psi45, Psi55 on U2) were previously reported or predicted in *Drosophila* snRNAs (Huang *et al*. 2005; Deryusheva and Gall 2009). 

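On U1:21D, positions 5, 6 and 22 were each called in 7 w1118 pairs, with mean termination fold changes in Exp 2 of 5.07, 6.21 and 2.27. Positions 44, 45 and 55 of U2:14B were also called in 7 pairs, with mean fold changes of 6.05, 7.01 and 9.03.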

Additional sites (i.e. Psi46 on U5 and Psi40 on U6) were reported at the corresponding locations in human (Karijolich and Yu 2010) but have not been previously identified in *Drosophila* spliceosomal snRNA.

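Position 40 of U6:96Ab was called in 7 w1118 pairs with a mean fold change of 5.38 in Exp 2. Position 46 of U5:63BC was called in 2 pairs with a mean fold change of 4.16.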

7SK is another important and highly conserved snRNA. 7SK is pseudouridylated at position U250 by the DKC1-box H/ACA RNP in human and this pseudouridylation was shown to be critical to stabilize 7SK snRNP and its function as a critical regulator of the homeostasis and activity of P-TEFb, a key regulator of RNA polymerase (pol) II transcription which stimulates the elongation phase (Zhao *et al*. 2016). This modification was identified from previous Psi-seq study (Carlile *et al*. 2014). The 7SK snRNA homolog and a similar P-TEFb control system function in *Drosophila* (Gruber *et al*. 2008; Nguyen *et al*. 2012). 

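On the 7SK snRNA, position 269 was the kept U position. It was called in 2 of the 7 w1118 pairs, with a mean termination fold change of 1.97 in the w1118 pairs of Exp 2.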

Our pseudo-seq analysis identified a single nucleotide pseudouridylation modification in d7SK snRNA, at U269 (Supplementary Table 4 in File 1).

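On snoRNA U3:54Ab, 9 U positions were kept, from position 59 to position 165. Of these, 2 were called in 6 or 7 w1118 pairs, 4 in 4 or 5 and 3 in 2 or 3.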

We found 10 Psi sites on the U3 RNA, a box C/D snoRNA required for rRNA processing. All the sites are distinct from the 4 Psi sites found on human U3 using mass spectrometry (Yamaki *et al*. 2020). There is also a single Psi site identified on snoRNA:Psi 28S-3342. 

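The kept position of snoRNA:Psi28S-3342 was 101, called in 4 w1118 pairs with a mean termination fold change of 4.89 in Exp 2.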

Another 58 sites are localized on other ncRNAs, including 47 on 7SL, an abundant cytoplasmic RNA which functions in protein secretion as a component of the signal recognition particle. 

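On 7SL RNA, 47 U positions were kept, and 40 of the 58 positions on these other ncRNAs were called in 6 or 7 pairs. Called positions on them with another base were 21 at G, 3 at A and 2 at C.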

Previously only 1 Psi site (Psi211) has been reported on human 7SL. There are 11 sites on CR40469, an uncharacterized lncRNAs (Supplementary Table 4 in File 1).

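On CR40469, 11 U positions were kept. The number depended on single pairs: without Exp 1 w1118 replicate 2 it was 7, and without Exp 2 w1118 replicate 1 it was 5.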

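On tRNAs, 8 U positions were kept, on 6 tRNA genes. Positions 13, 29 and 54 of Glu-TTC were called in 4, 6 and 3 w1118 pairs, with mean fold changes in Exp 2 of 5.14, 3.48 and 6.56. Position 27 of Val-CAC and position 27 of Val-AAC were each called in 5 pairs, with mean fold changes of 5.68 and 5.21.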

Our data indicate 8 Psi sites in *Drosophila* tRNAs (Supplementary Table 4 in File 1), 3 of which (Psi13 and Psi54 of Glu-TTC and Psi27 of Val-CAC) were previously mapped on tRNAs of *D. melanogaster* (Machnicka *et al*. 2014).

All the Psi sites found on the ncRNAs, except for those on cytoplasmic and mitochondrial rRNAs in Supplementary Table 3 in File 1, are listed in Supplementary Table 4 in File 1 and can be sorted by the RNA biotype (column F). Note that more ncRNA sites are likely to be identified using targeted approaches that do not rely on polyA enrichment.

### Psi modifications of mRNA transcripts

It was previously unknown if Psi occurs on *Drosophila* mRNAs. 

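The same calls were counted on the spans of protein-coding genes. No genome sequence was used here, so the base of an mRNA position is not known except for 7 positions, and mRNA sites were kept whatever their base, introns and untranslated regions included. This gave 1046 positions, with 278 called in 6 or 7 w1118 pairs, 438 in 4 or 5 and 330 in 2 or 3. The count depended on the variance of the z-test, on coverage and on single pairs. With the pooled variance it was 181627, with every position thinned to a coverage of 1000 it was 4, and without Exp 2 w1118 replicate 1, the pair with the most mock terminations, it was 663.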

Our analysis identified 1,147 mRNA Psi sites including 287 highly reproducible sites, 489 sites with intermediate reproducibility, and 371 with low reproducibility (Fig. 3a; Supplementary Table 5 in File 1). 

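Of the genes with mRNA sites, 56 had 1 site and the others had more. The 10 genes with the most sites were Yp1, Yp3, Yp2, ninaE, Arr2, Arr1, COX1, COX3, Nplp2 and CYTB. Together they held 564 sites, 53.9% of the total.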

Interestingly, a large proportion of pseudouridylated mRNAs have multiple sites identified in their transcripts (Fig. 3c). Indeed, the 1,147 Psi sites are localized on the transcripts of only 165 genes with transcripts from some loci containing >100 sites (Fig. 3, c and d; Supplementary Table 5 in File 1).

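The kept mRNA positions lie on 161 genes. COX1 had 23 sites, COX3 21 and CYTB 18. With each w1118 pair left out in turn, COX1 held 12 to 23, COX3 13 to 21 and CYTB 11 to 18.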

**Fig. 3.**
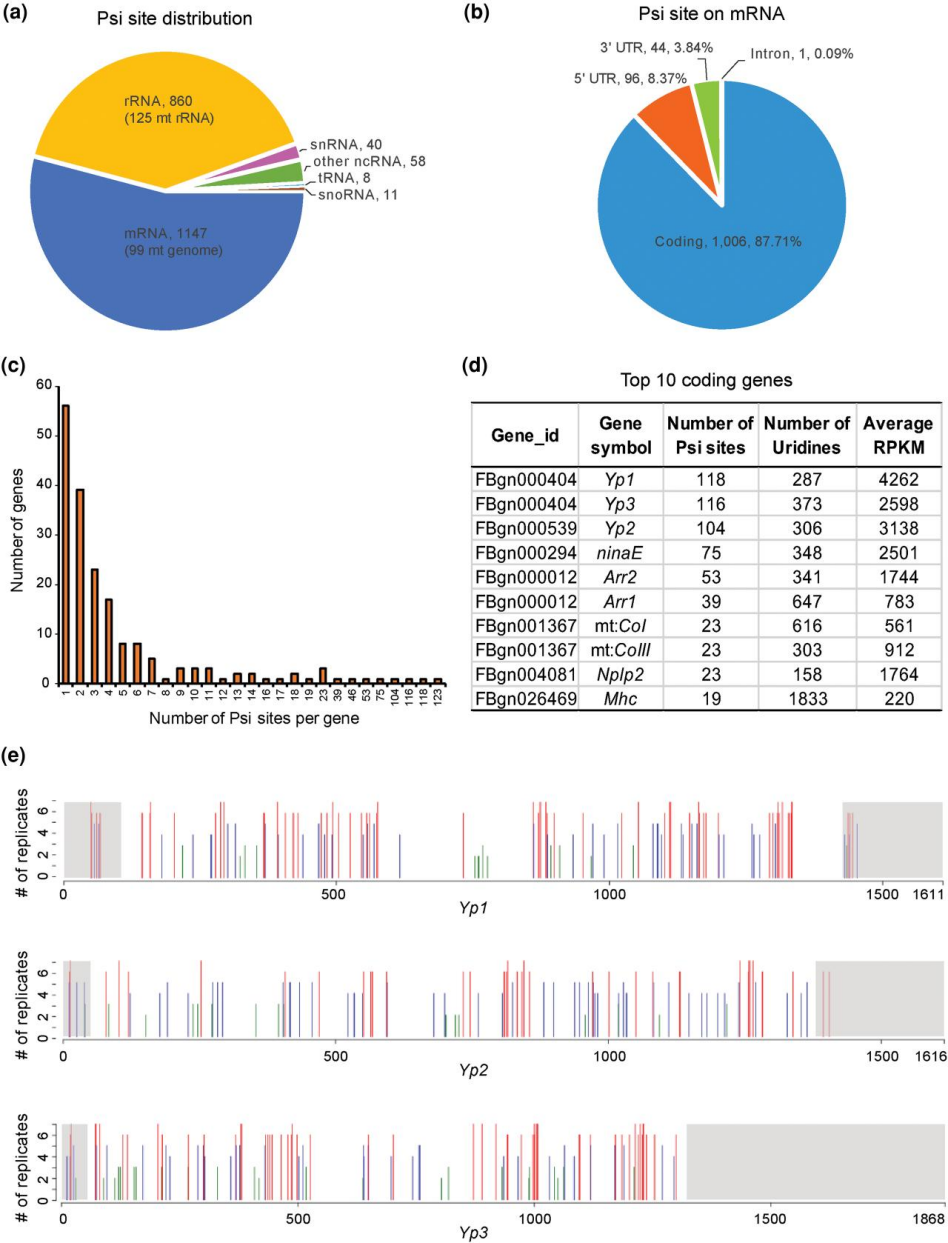
Features of pseudouridine sites identified from *D. melanogaster* transcriptome. a) Psi site distribution according to RNA class (mRNA, rRNA, tRNA, snRNA, snoRNA, and other ncRNA). b) Distribution of Psi sites on mRNA transcript regions (5′-UTR, coding, 3′-UTR, and intron). c) Distribution of number of Psi sites identified per gene. d) The 10 coding genes with the highest number of Psi sites. For each gene, the numbers of Psi sites and uridines in the sequence are listed along with the normalized gene expression represented as average RPKM of the *w^1118^* CMC libraries (*n* = 7). e) Psi sites on yolk protein mRNAs. The locations of Psi sites identified on mRNAs for yolk protein *Yp1*, *Yp2*, and *Yp3* are indicated with bars above the schematic of the transcripts. UTRs are marked with gray shading whereas coding regions are not shaded. The height of the bars indicated by the *y*-axis represents the number of *w^1118^* replicates a Psi site is identified from (*n* = 2–7) while red, blue, and green color of the lines represents Psi sites of high, intermediate, and low reproducibility, respectively.

In *Drosophila*, the ribosomal LSU (RpL, 60S) consists of 3 rRNAs (2S, 5.8S, 28S) and 47 ribosomal proteins whereas the small ribosomal subunit (RpS, 40S) consists of 1 ribosomal RNA (18S) and 33 ribosomal proteins (Anger *et al*. 2013). Our analysis identified 202 Psi sites in mRNAs encoding 35 of 47 RpL proteins and 23 of 33 RpS proteins. 

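Genes of cytoplasmic ribosomal proteins were taken from their symbols. Of these, 36 of 54 RpL genes and 24 of 39 RpS genes had at least 1 kept position, and together they held 170 positions. RpL36 had the most, with 11. The count was 89 without Exp 2 w1118 replicate 1 and 291 with at least 10 reads required in place of 5.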

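Of the 60 ribosomal protein genes with kept positions, 42 had 2 or more.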

As with other mRNAs, most mRNAs encoding RPs contain at least 2 Psi sites. 

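None of the 75 mitochondrial ribosomal protein genes had a kept position. Their expression, as CMC terminations per 1000000 gene counts, had a median of 18.2 and a highest value of 131, against a median of 685 for the cytoplasmic ribosomal protein genes. Other protein-coding genes in the range of the mitochondrial ribosomal protein genes had as few sites, since 3 of 12637 (0.0237%) had at least 1. A lack of sites on these genes cannot be distinguished at this depth from that of other genes with the same expression.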

Although the vast majority the ribosomal proteins are pseudouridylated, we found no Psi modifications on the mitochondrial ribosomal protein mRNAs even though these were abundantly expressed in our RNA samples. Altogether, the 202 Psi sites on ribosomal protein RNAs accounted for 17.6% of total pseudouridines identified on mRNAs. In addition, if adding together the 735 Psi sites on the cytoplasmic rRNAs and 202 sites on various ribosomal protein mRNAs, nearly 44% of the Psi sites that we have identified are related to the production of cytoplasmic ribosomes.

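Positions on cytoplasmic ribosomal protein genes made up 16.3% of the kept mRNA positions.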

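Kept positions on cytoplasmic rRNA and on ribosomal protein mRNAs together numbered 1018 of 2128 (47.8%).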

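On the protein-coding genes of the mitochondrial genome, 102 positions were kept whatever their base. The count was 59 without Exp 2 w1118 replicate 1, and 61 with a fold change above 1 required, a setting chosen after the data were seen.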

Among the mRNA Psi sites, a total of 99 Psi sites were found on protein-coding genes of the mitochondrial genome (Fig. 3a; Supplementary Table 5 in File 1). 

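In the mitochondrial genome, COX2 had 17 kept positions, ATP6 9, ATP8 5, ND4 3, ND3 and ND5 2 each, and ND1 and ND2 1 each, beside COX1, COX3 and CYTB. With each w1118 pair left out in turn, COX2 held 8 to 17, ATP6 8 to 9, ATP8 4 to 5, ND5 0 to 2 and ND2 0 to 1.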

Eleven of the 13 protein encoding mRNAs in the mitochondrial genome were pseudouridylated. 

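Kept positions on mitochondrial rRNAs and mRNAs together numbered 222, which is 10.4% of all kept positions.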

Considering the 125 Psi sites found on the mitochondrial rRNA (Supplementary Table 3 in File 1), we found a total of 224 Psi sites on the RNAs encoded from mitochondrial genome (10.5% of the total sites), thus indicating that RNAs from mitochondrial genome are significantly pseudouridylated in *Drosophila*.

As noted above, many of the mRNA transcripts have multiple Psi sites. Interestingly, Psi sites are found across functionally related mRNA transcripts. For instance, the mRNAs encoding the yolk proteins, which are known to be highly expressed in the fat bodies of adult female head (Fujii and Amrein 2002), contain the highest number of pseudouridine modification of the female head transcriptome. 

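The 3 yolk protein genes together held 327 kept positions, 31.3% of those on mRNAs. They also had the highest expression of all protein-coding genes in the CMC libraries of w1118, with 21538 terminations per 1000000 gene counts for Yp1, 15880 for Yp2 and 15281 for Yp3.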

A total of 338 Psi sites (25.5% of total mRNA Psi sites) were identified on mRNAs encoding the 3 yolk proteins (Yp1, Yp2, and Yp3). Each of the yolk protein mRNAs harbors many Psi sites (118 sites on *Yp1*, 104 on *Yp2*, and 116 sites on *Yp3*; Fig. 3e; Supplementary Table 5 in File 1). 

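There were 115 kept positions on Yp1, 102 on Yp2 and 110 on Yp3. Those called in 6 or 7 pairs numbered 61, 38 and 55. Over all kept positions of each gene, the median termination fold changes in the w1118 pairs of Exp 2 were 1.51, 1.44 and 1.65.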

Notably, the majority of the Psi sites are localized in the coding region and are almost absent from the 3′-untranslated region (UTR) region of the transcripts, which confirms the specificity of our Psi-seq analysis and strongly suggests for an important function of pseudouridylation in the coding region for the yolk protein transcripts.

Transcripts of multiple genes involved in sensory function in the nervous system are also marked with Psi modifications. 

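ninaE ranked next by expression after the yolk protein genes, with 12243 CMC terminations per 1000000 gene counts, and held 70 kept positions, of which 25 were called in 6 or 7 pairs. Without Exp 2 w1118 replicate 1 it held 46.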

A notable example is *ninaE*, the structural gene encoding the *Drosophila* Rhodopsin-1, with 75 Psi sites. Indeed, a number of transcripts bearing multiple Psi sites play various roles in photoreceptor function, including other *rhodopsins* (*Rh*) (*Rh3*: 2 Psi sites, *Rh4*: 2 Psi sites, *Rh6*: 2 Psi sites), *retinin* (18 Psi sites), and *Arrestins* (*Arr1*: 39 Psi sites, *Arr2*: 53 Psi sites). 

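Among the other photoreceptor genes, Arr2 held 48 kept positions, Arr1 36, retinin 16, Rh3 and Rh4 2 each and Rh6 1. At the lower counts a single pair decides: with each w1118 pair left out in turn, Rh3 held 0 to 2, Rh4 1 to 2 and Arr2 29 to 48. With at least 10 reads required in place of 5, Rh6 held 2.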

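Among odorant-binding protein genes, Obp44a held 12 kept positions, Obp19d 3, Obp56d and Obp56e 2 each and Obp99c 1. With each w1118 pair left out in turn, Obp44a held 10 to 12, Obp19d 1 to 3, Obp56d 1 to 2, Obp56e 1 to 2 and Obp99c 0 to 1.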

Several *odorant-binding protein* mRNAs, which function in the sensory perception of smell, also have multiple Psi sites (*Obp19d*: 3 Psi sites, *Obp44a*: 12, *Obp56d*: 3, *Obp56e*: 2, *Obp99c*: 1). It is interesting that mRNAs encoding 2 potential neuropeptide genes *Nplp2* and *Nplp3* contain 28 and 23 Psi sites, respectively (Supplementary Table 5 in File 1).

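Nplp2 held 21 kept positions and Nplp3 17. Of these, 6 and 2 were called in 6 or 7 pairs. With each w1118 pair left out in turn, Nplp2 held 12 to 21 and Nplp3 14 to 17.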

Previously, an N3-CMC-enriched pseudouridine sequencing identified pseudouridylation at U519 of the human elongation factor *eEF1A1* mRNA which encodes the main protein that delivers aminoacyl-tRNAs to the ribosome. In fact, *eEF1A1* is the first experimentally validated human mRNA psi site (Li *et al*. 2015). From our Psi-seq data, sites were identified on mRNA for two of the *Drosophila* translation elongation factors (*eEF1α1* with 4 sites and *eEF1γ* with 1 site; Supplementary Table 5 in File 1).

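eEF1alpha1 held 3 kept positions and eEF1gamma 1. None of the 4 was called in 6 or 7 w1118 pairs, and with each w1118 pair left out in turn the counts were 2 to 3 and 0 to 1.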

The majority of Psi sites (1,006 sites, 87.7%) found on mRNAs were within the coding region. The 5′-UTRs had only 98 (8.5%) sites and 61 sites (5.3%) were in 3′-UTRs (Fig. 3b). In coding regions, Psi sites were more commonly found in the second position of the codon relative to the first or third positions. For nuclear-encoded mRNA, the most highly pseudouridylated codons are the CΨG and UΨG for leucine, followed by GCΨ for alanine and ΨGG for tryptophan (Table 1). Interestingly, the pattern of pseudouridylation of codons in mitochondrial genome transcripts appeared to be distinct from that of nuclear genome transcripts, with the most frequent Psi-containing codons encoding for phenylalanine (F) (i.e. UUΨ and UΨU), isoleucine (I) (i.e. AΨU), as well as leucine (but in the mitochondrial case, ΨUA was the most prominent codon for leucine; Table 1).

**Table 1.** Distribution of Psi (Ψ) sites on nuclear or mitochondrial genome-encoded codons and amino acids in *D. melanogaster*.

	Encoded by nuclear genome*^a^*					Encoded by mitochondrial genome*^b^*					
Codon*^c^*	Amino acid*^d^*	Abundance*^e^*	Expected Count*^f^*	Psi count*^g^*	Adj. pval*^h^*	Codon*^c^*	Amino acid*^d^*	Abundance*^e^*	Expected Count*^f^*	Psi count*^g^*	Adj. pval*^h^*
ΨAA	STOP	5,749	1	0	1.00	ΨAA	STOP	9	0	0	1.00
ΨAG		4,827	1	0	1.00	ΨAG		1	0	0	1.00
ΨGA		3,321	1	0	1.00	ΨGA	W	68	3	5	1.00
**GCΨ**	**A**	107,656	26	45	1.29E−02^a^	GCΨ	A	88	4	3	1.00
ΨGC	C	99,092	24	21	1.00	ΨGC	C	1	0	0	1.00
ΨGU		43,290	5	9	1.00	ΨGU		20	0	1	1.00
UGΨ		43,290	5	2	1.00	UGΨ		20	0	0	1.00
**GAΨ**	**D**	207,714	51	23	2.93E−04^c^	GAΨ	D	36	2	0	1.00
ΨUC	**F**	160,233	20	31	2.77E−01	ΨUC	**F**	13	0	0	1.00
UΨC		160,233	20	14	1.00	UΨC		13	0	0	1.00
ΨUU		105,347	9	10	1.00	ΨUU		219	4	3	1.00
UΨU		105,347	9	12	1.00	UΨU		219	4	9	1.73E−01
UUΨ		105,347	9	11	1.00	**UUΨ**		219	4	12	3.51E−03^b^
GGΨ	**G**	96,329	24	22	1.00	GGΨ	G	28	1	1	1.00
CAΨ	**H**	79,960	20	14	1.00	CAΨ	H	51	3	0	1.00
**AΨA**	**I**	75,401	18	1	7.44E−06^c^	AΨA	I	129	6	0	6.13E−02
**AΨC**		164,918	40	7	2.99E−09^c^	AΨC		13	1	0	1.00
AΨU		127,100	16	21	1.00	AΨU		249	6	12	4.38E−01
**AUΨ**		127,100	16	30	1.54E−02^a^	AUΨ		249	6	8	1.00
**CΨA**	**L**	64,763	16	2	7.87E−04^b^	CΨA	L	18	1	0	1.00
**CΨC**		102,941	25	6	2.00E−04^c^	CΨC		0	0	0	1.00
**CΨG**		281,351	69	201	9.12E−42^c^	CΨG		0	0	0	1.00
CΨU		70,463	9	13	1.00	CΨU		22	1	0	1.00
CUΨ		70,463	9	10	1.00	CUΨ		22	1	1	1.00
ΨUA		36,665	4	1	1.00	ΨUA		335	8	12	1.00
UΨA		36,665	4	0	5.31E−01	UΨA		335	8	7	1.00
**ΨUG**		124,790	15	33	9.98E−04^b^	ΨUG		9	0	1	1.00
**UΨG**		124,790	15	46	1.65E−09^c^	UΨG		9	0	1	1.00
AΨG	**M**	174,201	43	48	1.00	AΨG	M	6	0	1	1.00
**AAΨ**	**N**	162,114	40	11	2.22E−06^c^	AAΨ	N	125	6	5	1.00
CCΨ	**P**	54,987	13	12	1.00	CCΨ	P	56	3	0	1.00
CGΨ	**R**	64,053	16	19	1.00	CGΨ	R	7	0	0	1.00
**AGΨ**	**S**	90,230	22	3	2.02E−05^c^	AGΨ	S	17	1	1	1.00
**ΨCA**		61,588	15	1	1.93E−04^c^	ΨCA		77	4	0	9.50E−01
**ΨCC**		144,883	36	12	1.65E−04^c^	ΨCC		6	0	0	1.00
**ΨCG**		120,743	30	9	3.59E−04^c^	ΨCG		3	0	0	1.00
ΨCU		54,711	7	4	1.00	ΨCU		74	2	3	1.00
UCΨ		54,711	7	9	1.00	UCΨ		74	2	1	1.00
ACΨ	**U**	76,117	19	8	2.15E−01	ACΨ	U	73	4	2	1.00
**GΨA**	**V**	49,291	12	0	2.52E−04^c^	GΨA	V	65	3	1	1.00
**GΨC**		100,296	25	8	4.15E−03^b^	GΨC		1	0	0	1.00
GΨG		204,607	50	68	2.55E−01	GΨG		6	0	0	1.00
**GΨU**		84,822	10	22	2.19E−02^a^	GΨU		52	1	2	1.00
GUΨ		84,822	10	18	4.81E−01	GUΨ		52	1	2	1.00
**ΨGG**	**W**	74,214	18	32	4.79E−02^a^	ΨGG	W	2	0	0	1.00
ΨAC	Y	136,903	34	23	1.00	ΨAC	Y	16	1	0	1.00
ΨAU		85,677	10	6	1.00	ΨAU		87	2	0	1.00
UAΨ		85,677	10	9	1.00	UAΨ		87	2	5	1.00

Distribution of Psi in codons of the transcripts encoded by nuclear genome of *D. melanogaster*.

Distribution of Psi in codons of the transcripts encoded by mitochondrial genome of *D. melanogaster*.

Codon: Codon with one of the uridines substituted with Psi site. The codons with significant Adj.pval are given in bold.

Amino acid: Product of translation. The amino acids/stop codons with significant Adj.pval (not shown) are given in bold.

Abundance: Count of the given codon in the transcriptome.

Expected count: An expectation for the count of Psi sites associated with the given codon is estimated from the observed count by multiplying the total number of Psi sites on mRNA with the ratio of abundance of the given codon divided by the count of uridines to the total count of codons in the transcriptome.

Psi count: Count of the Psi sites overlapping with the given codon. When multiple transcripts of a given gene are involved, the codon from the longest transcript is considered.

Adj_pval: adjusted *P*-value. Assuming a binomial distribution for the observed Psi count, a *P*-value indicating the cumulative probability of the count of Psi sites associated with the given codon being at least the observed count if found greater than the expected count (or at most the observed count if found less than the expected count) was calculated. The *P*-values are then corrected for multiple testing using Bonferroni's method.

^a^ *P* < 0.05. ^b^*P* < 0.01. ^c^*P* < 0.001.

### Pseudouridylation of the ochre UGA codon in *Drosophila* mitochondria

A previous study proposed that Psi in mRNA stop codons may result in the suppression of translation termination and enhancement of translational read-through *in vitro* protein synthesis (Karijolich and Yu 2011). We were very interested in this as a set of transcripts in the *Drosophila* transcriptome are predicted to undergo stop-codon suppression (Jungreis *et al*. 2011). However, our analysis failed to identify any Psi sites on stop codons of nuclear-encoded genes (Table 1; Supplementary Table 5 in File 1). This result suggests that pseudouridylation is unlikely to be an important underlying mechanism for stop-codon readthrough in *Drosophila*.

However, we did find Psi sites present on the canonical “stop-codon” UGA in mitochondrial encoded transcripts. Out of the 68 total UGAs in mitochondrial mRNA, 5 were called as ΨGA from our analysis. This was in contrast to 3,321 UGAs that were present among the nuclear mRNA that did not contain a signal for ΨGA. The frequency of ΨGA codons in mitochondrial RNA was significantly higher than in nuclear-encoded RNA (Fisher's exact test *P* = 2.81e–9). Importantly, the UGA codon in mitochondria of insects and in vertebrates does not encode a stop, but instead codes for tryptophan. Our analysis suggests that this codon, at least in some cases, is actually ΨGA.

### mRNA pseudouridylation is correlated with abundance

The yolk protein mRNAs are among the most highly expressed transcripts in our female fly head libraries and these were the most highly pseudouridylated genes. mRNAs encoding ribosomal proteins are also abundantly expressed and were among the classes of genes with a high likelihood of Psi modification in their transcripts. Thus, we explored the relationship between Psi occurrence and RNA expression level in CMC library (Fig. 4a). 

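Expression was taken as the CMC terminations in a gene span per 1000000 gene counts, and the genes were the 161 with at least 1 kept mRNA position. Across these genes, Spearman's rho between expression and the number of sites was 0.59 (permutation test, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 4e-05). Between expression and the percent of tested positions that were called, rho was 0.07 (permutation test, p = 0.389, adjusted p = 0.389) and Pearson's r was 0.30. Genes are not independent replicates, and p-values were adjusted by the Benjamini-Hochberg method over the 4 relations computed for mRNAs and ncRNAs. The second relation changed sign with the variance of the z-test: rho was -0.02 with the pooled variance and -0.21 with the variance as printed in the methods.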

Interestingly, for mRNAs there appeared to be a strong positive correlation between mRNA expression level and the number of Psi sites in a particular transcript. The majority of the Psi sites are identified on the transcripts of the genes which are abundantly expressed (Fig. 4b). However, this was unlikely to be caused by a limitation coverage in calling sites because we found no correlation between the read coverage and the presence of Psi sites for the ncRNAs, such as snRNA, snoRNA, tRNA, and other ncRNA (Fig. 4a). 

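Of 86 protein-coding genes with at least 1000 CMC terminations per 1000000 gene counts, 67 (77.9%) had a kept position and held 860 sites. Of 1513 genes with 100 to 1000, 92 (6.08%) held 180 sites. Of 5143 genes with 10 to 100, 2 held 6 sites, and none of the 2329 genes with 1 to 10 or the 4888 genes below 1 had one. Where spans overlap, a read counts for each gene while a site is given to 1 gene only. Pex7, at 8377.8 with 0 sites, had nearly the value of Arr2, at 8377.3 with 48 sites. Some abundant genes without sites can therefore stand for the reads of another gene. When the counts of every tested position were thinned to a coverage of 1000, 4 mRNA sites in 4 genes were called, where 906 of the sites of the main analysis had that coverage, and 83 U positions of cytoplasmic rRNA were called, against 848. At this coverage only a large difference in termination ratio passes the test.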

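Across 19 ncRNA genes with called positions, whatever their base, rho between expression and the percent of tested positions called was -0.37 (permutation test, p = 0.123, adjusted p = 0.163) and Pearson's r was -0.61, and between expression and the number of called positions it was 0.74 (permutation test, p = 0.00067, adjusted p = 0.00134). These are again relations across genes. The percent called cannot show how sites depend on expression here, since the genes were chosen for having a called position. Genes with few tested positions then have a high percent, as with Val-AAC and Val-CAC (1 tested each, 100%) and Leu-TAA (2 tested, 50%). From the lack of a relation for ncRNAs in its Fig. 4, the paper holds it unlikely that limited coverage gives the relation seen for mRNAs.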

Our results do not allow us to infer a cause and effect for the frequency of Psi on *Drosophila* mRNAs. Highly expressed mRNAs may be more stable due to the presence of Psi modification, or they may be more likely to be pseudouridylated because they are more highly expressed, or both factors may contribute to varying degrees.

**Fig. 4.**
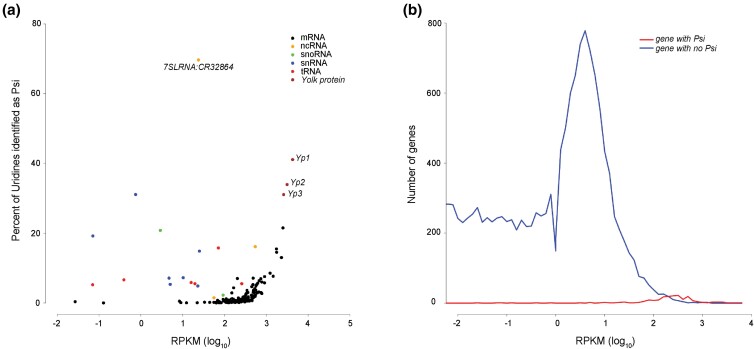
Correlation between gene expression and Psi site identification. a) A scatter plot of gene expression vs proportion of Psi site across pseudouridylated transcripts. The gene expression is represented as the average of log_10_ (RPKM) in *w^1118^* CMC libraries (*n* = 7) and the proportion of Psi sites is measured by the percentage of Psi sites called on the total number of uridines in various categories of RNA species. The individual data points representing the yolk proteins and 7SL RNA are labeled. b) A plot of gene expression vs the number of genes with (red) or without (blue) Psi sites identified on their transcripts.

### Transcriptome-wide identification of potential pseudouridylation targets of RluA-2

Previously, the putative pseudouridine synthase RluA-2 was found to be broadly expressed in *Drosophila* and loss of function mutation in *RluA-2* was found to cause hypersensitivity in larval pain pathways (Song *et al*. 2020). Thus, we sought to identify potential targets for RluA-2 by comparing the pseudouridine profiles of *RluA-2* mutant mRNA with *w^1118^* control mRNA. 

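A kept position was taken as RluA-2-dependent when it was called in none of the 4 RluA-2 pairs. This gave 385 of 2128 positions (18.1%). Calls per RluA-2 pair were 2817, 1408, 1990 and 1626. Over the 8 pairs of Exp 2, the number of positions called rose with the number of mock terminations on the genome, with Pearson's r 0.90 (exact permutation test, p = 0.00144, adjusted p = 0.00192 over 8 values by Benjamini-Hochberg) and Spearman's rho 0.90 (exact permutation test, p = 0.00456). Without the 2 pairs farthest from the median, r was 0.75, within the 4 w1118 pairs it was 0.99 and within the 4 RluA-2 pairs 0.74. Of the dependent positions, 338 (87.8%) had too low a coverage to pass in any RluA-2 pair even with the termination ratios of w1118, against 18.6% of the other positions. By the same measure, 261 of the dependent positions (67.8%) would also not pass in any w1118 pair of Exp 2, though each was called in at least 1 of them, so the measure is strict for positions near the limit in both genotypes. The same rule in the other direction, called in both Exp 1 and RluA-2 and in no w1118 pair of Exp 2, gave 129 positions. Without RluA-2 replicate 1 there were 747 dependent positions, without Exp 2 w1118 replicate 1 there were 143, and with all 8 pairs thinned to the same summed coverage at the called positions, which leaves the coverage of single positions unequal, there were 190.

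**Figure D2:**
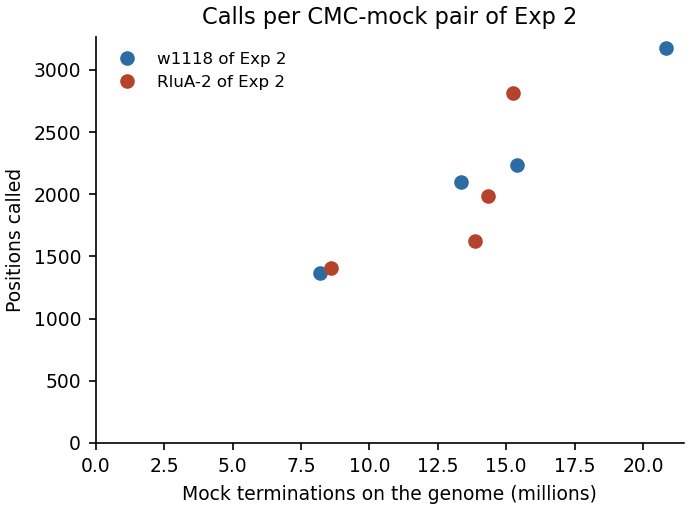
Positions called in each CMC-mock pair of Exp 2 against the mock terminations on the genome (in units of 1000000), with 4 points for w1118 and 4 for RluA-2. Points range from 1370 to 3177 called positions and rise with the mock terminations in both genotypes.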

A total of 423 Psi sites were not detected in any of the 4 *RluA-2* mutant libraries. These missing sites therefore represent potential targets of RluA-2 (Supplementary Table 6 in File 1). 

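By class, the dependent positions were 57 on cytoplasmic rRNA, 8 on mitochondrial rRNA, 4 on snRNAs, 2 on snoRNAs, 5 on tRNAs, 10 on other ncRNAs and 299 on mRNAs. By reproducibility in w1118, they were 12 of the positions called in 6 or 7 pairs (1.1%), 168 of those in 4 or 5 (25.3%) and 205 of those in 2 or 3 (50.9%).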

The candidate RluA-2 target sites include 74 pseudouridylation sites on cytoplasmic and mitochondrial rRNAs (63 cellular and 11 mitochondrial), 5 on snRNAs, 5 on tRNA, 9 on other ncRNAs, and 328 sites on mRNAs (Fig. 5). 

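Dependent positions on mRNAs included 54 on 35 ribosomal protein genes and 32 on mitochondrial genes. As a share of the kept positions of each group, these were 31.8% and 31.4%, against 13.8% of the positions on the yolk protein genes.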

The mRNA Psi sites include 65 of the sites encoding for components of ribosomal proteins and 42 mitochondrial genome-encoded transcripts. 

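At least 1 dependent position was found on 107 of the 161 genes with kept mRNA positions.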

Among the 165 genes where the pseudouridylation sites were identified on *w^1118^* transcripts (Supplementary Table 5 in File 1), 115 genes were missing Psi modifications in the *RluA-2* mutant. That the sites were missing in various classes of RNA suggests that the RluA-2 enzyme acts on a wide range of substrates (Supplementary Table 6 in File 1).

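Since a position not called is not a measured difference, the termination fold changes of the 2128 kept positions were compared between the 4 RluA-2 and 4 w1118 pairs of Exp 2. The test was limma's moderated test on the log2 ratio of termination ratios, with 0.5 added to the terminations and 1 to the coverage, and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 3 positions were lower and 2 higher in RluA-2, and at an unadjusted p under 0.05, 35 were lower and 87 higher. The unadjusted counts depend on the scaling and the pairs: they were 97 lower and 87 higher with each pair centred on its median fold change, and 66 lower and 44 higher without RluA-2 replicate 1. Of 35 splits of the 8 pairs, 11 gave as many as the 122 of the real one. Over the 385 dependent positions, the median difference was -0.07, and 254 (66.0%) were negative, a lean that choosing positions not called in these RluA-2 pairs gives by itself. The percent of CMC reads terminating at position 10055148 of X in Yp1 was 2.67 ± 0.34 (SD, n = 4) in w1118 and 0.661 ± 0.034 (SD, n = 4) in RluA-2, a log2 difference of fold changes of -2.09 (limma adjusted p = 2.36e-04). At position 10055196 of Yp1 it was 5.83 ± 0.49 and 3.00 ± 0.17 (SD, n = 4 each), a difference of -1.12 (limma adjusted p = 0.00401). At position 450443 of chromosome 4 in CaMKI, where CMC coverage in Exp 2 was 84 to 225, it was 38.9 ± 8.1 and 7.34 ± 1.44 (SD, n = 4 each), a difference of -2.81 (limma adjusted p = 0.00919). The CaMKI call did not hold without w1118 replicate 3 (adjusted p = 0.0525) or without RluA-2 replicate 4 (adjusted p = 0.0596), over a range of 9.31e-04 to 0.0596 for all alternatives, and the position is not tested when a coverage of at least 100 is required. On 18S rRNA, position 1086 rose from 18.9 ± 0.5 to 39.3 ± 2.0 (SD, n = 4 each; difference 1.15, limma adjusted p = 0.00170) and position 1111 from 28.4 ± 4.1 to 49.1 ± 0.9 (SD, n = 4 each; difference 1.22, limma adjusted p = 0.0264). The call at position 1111 did not hold with each pair centred on its median fold change, where the adjusted p was 0.126 (0.0153 to 0.141 over all alternatives). It was also lost with a term for the replicate number (adjusted p = 0.112) and in 5 of the 8 fits with 1 pair left out. CaMKI is named after its values were seen. From the sites not detected in the mutant, which fall in several classes of RNA, the paper proposes that RluA-2 acts on many substrates.

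**Figure D3:**
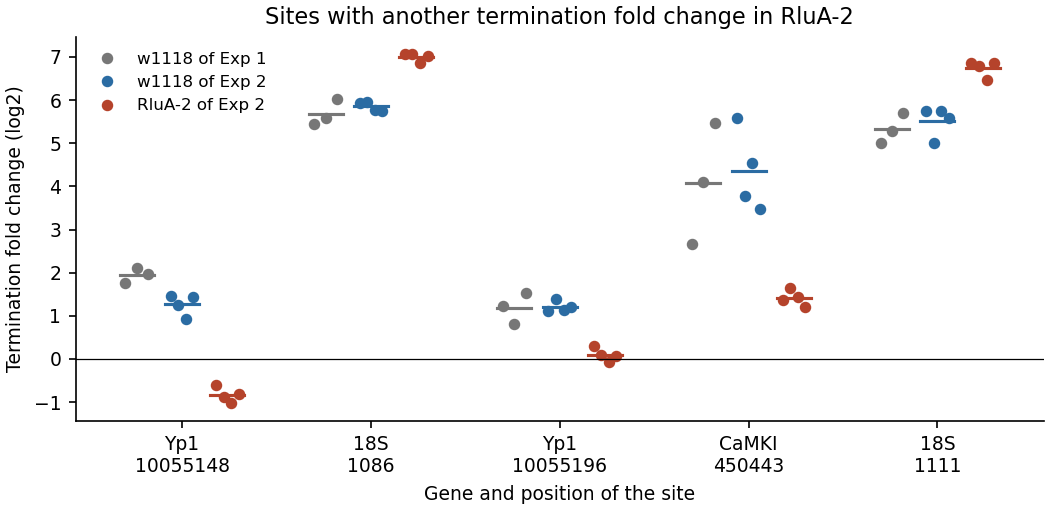
Termination fold change (log2) at the 5 positions, one point per CMC-mock pair and a line at the mean, for 3 w1118 pairs of Exp 1, 4 w1118 pairs of Exp 2 and 4 RluA-2 pairs of Exp 2. The Yp1 and CaMKI positions are lower in all 4 RluA-2 pairs than in all 7 w1118 pairs, and the 18S rRNA positions are higher.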

**Fig. 5.**
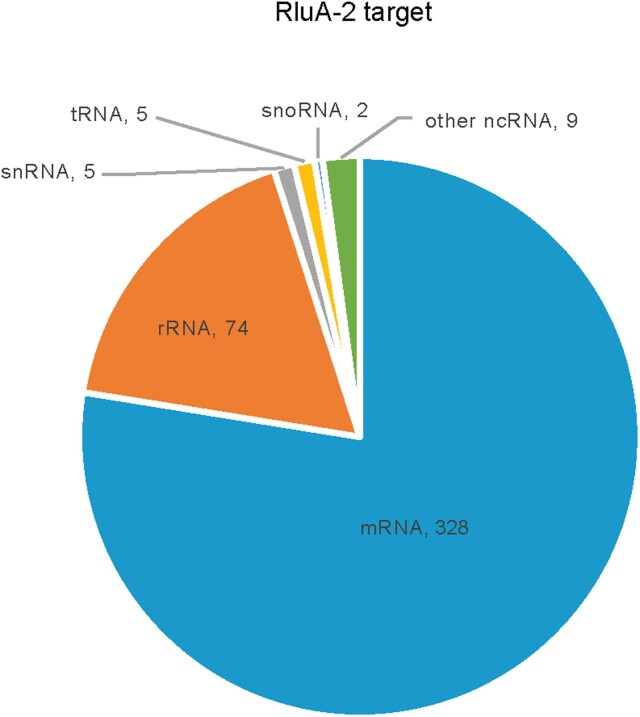
Pie chart showing the distribution of number of RluA-2-dependent Psi sites in different categories of RNA species (mRNA, rRNA, tRNA, snRNA, snoRNA, and other ncRNA). Those potential RluA-2 target sites are missing from *RluA-2* mutant compared with the *w^1118^*.

To determine if RluA-2 recognizes a particular sequence motif, we ran the target sites through a motif finding algorithm. 

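The base 3' of a site is known here for 89 of the 385 dependent positions, nearly all on rRNA and other ncRNAs. It was G at 29 of them (32.6%, 95% Wilson interval 23.7 to 42.9%), U at 38 (42.7%), C at 13 and A at 9. Among positions still called in RluA-2, G followed 305 of 999 (30.5%), which differs from the dependent positions by less than the counting error (Fisher's exact test, two-sided, p = 0.719). Among all tested U positions, G followed 24.7% (Fisher's exact test, two-sided, p = 0.102).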

Other than a dominant G downstream of the pseudouridine site, there was not a significant sequence logo around the modification site (Supplementary Fig. 3). This finding suggests that RluA-2 enzyme may not recognize a primary sequence motif in site selectivity and may indicate that secondary structure of RNAs is critical for RluA-2 target recognition (as has been found for other pseudouridine synthases; Purchal *et al*. 2022).

### Loss of RluA-2 results in differential expression in translation-related genes and ncRNAs

To investigate the effects of *RluA-2* on gene expression, we compared the transcriptome of *RluA-2* mutant to the control genetic background iso*w^1118^* in mock-treated libraries of Exp 2. 

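The 8 mock libraries of Exp 2, 4 from w1118 and 4 from RluA-2, were compared with the authors' counts of read pairs per gene for 17101 genes. Counts were filtered with edgeR's filterByExpr, which kept 10161 genes, normalized by the TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count files list genes by FlyBase identifier, and the tables used here pair these with symbols for 193 genes only. Genes named by symbol were therefore measured from the mock terminations within the gene's span, corrected for the share of the span that the files list, with the same test and library sizes. In 41 genes whose identifier and symbol could both be found, the log2 fold changes of both measures had a Pearson correlation of 0.979 across genes. Of these, 15 were called from the gene counts, 11 of them also from the terminations, and 1 was called from the terminations only, so a gene not called by symbol can be one that its gene count would call. A gene entered the test by symbol when its mean listed share was at least 20%, which left 7030 symbols. On simulated counts in which 200 of the genes were changed 2-fold, the test by gene recovered 185 and called 14 others.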

The Euclidean distance of the libraries demonstrated a clear clustering of samples based on genotype (Supplementary Fig. 4). 

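Euclidean distances were computed on log2 CPM with a prior count of 2. Between genotypes the mean distance was 55.8 (50.6 to 63.2), and within genotypes it was 30.4 (25.0 to 34.6). No distance between genotypes was as small as any within one, a difference of means of 25.4 (exact permutation test, one-sided, p = 0.0286, the smallest that 4 against 4 allow). With each library left out in turn, the difference stayed between 24.8 and 26.9.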

A total of 2,214 genes showed significant change in their expression levels in the *RluA-2* vs iso*w^1118^* samples (FDR < 0.05), including 1,048 that were upregulated and 1,166 that were downregulated in the mutant (Fig. 6a; Supplementary Table 7 in File 1). 

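At an adjusted p under 0.05 (edgeR's quasi-likelihood test), 2409 of 10161 genes differed, with 1127 higher and 1282 lower in RluA-2. The median size of their log2 fold change was 0.37, and 365 had one above 1 in size. The counts of 2205 of these genes did not overlap between the genotypes. Over all tested genes the share without overlap was 26.5%, against 2.86% that chance gives for 4 against 4. DESeq2 called 2244 genes, 1058 higher and 1186 lower, and 2108 genes were called by both tools, all in the same direction. Without 1 library, edgeR called 2021 to 2254 genes. Among genes that the files list by identifier, FBgn0052475 had no counts in w1118 and 857 ± 96.1 normalized counts (SD, n = 4) in RluA-2, and FBgn0003996 had a log2 fold change of 7.95. FBgn0052581 had 737 ± 18.1 normalized counts (SD, n = 4) in w1118 and none in RluA-2, and FBgn0265533 also had none in RluA-2. Of the 10 symbols with the largest rises and falls without overlap, those with terminations in every mock library were CG3397, with a log2 fold change of 4.00, Lsp1beta, with -5.13, and CG5653, with -3.72. CG32523, CR33255, tobi and hpRNA:CR32205 rose, and yellow-d2, lcs and lush fell, each with no terminations in at least 1 library of the lower group.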

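By symbol, 760 genes were higher and 660 lower in RluA-2 (edgeR's quasi-likelihood test). This excess reversed without w1118 replicate 1 (568 higher, 615 lower) and without w1118 replicate 2 (589 higher, 597 lower). It held in the other fits with 1 library left out. The CMC libraries gave 847 higher and 1216 lower. Noncoding RNAs other than rRNA made up 419 of the symbols tested, and 40 of them were higher and 49 lower.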

The vast majority of differentially expressed genes (94.8%) were mRNA-coding genes, which included 994 of the upregulated and 1,104 of the downregulated genes. 

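Of 83 cytoplasmic ribosomal protein genes that could be tested by symbol, 53 were higher in RluA-2 and 0 lower (edgeR's quasi-likelihood test), 35 RpL and 18 RpS genes. Adjusted over the list alone, 71 were higher. The log2 fold change was positive for 80 of the 83, with a median of 0.20, while the median of all symbols was 0.03. DESeq2 called 60 of them, 37 RpL and 23 RpS genes. In the CMC libraries, 24 of 84 were called and 81 were positive. Translation elongation factors were read singly: eEF1alpha1 had a log2 fold change of 0.22 (edgeR adjusted p = 0.0194) and eEF1gamma of 0.17 (edgeR adjusted p = 0.0248). Both lost their call when single libraries were left out, eEF1alpha1 in 4 and eEF1gamma in 6 of 8 cases.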

Among the upregulated gene set, we found 35 RpL genes and 22 RpS genes, 3 elongation factors and 11 initiation factors (Fig. 6b; Supplementary Table 7 in File 1). It is notable that *Drosophila* Myc, which is a major regulator of genes involved in ribosome biogenesis and translation (Gallant 2013), as well as its binding partner dMax, were both upregulated in *RluA-2*. 

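No termination was found in the span used for Myc in any mock or CMC library of Exp 2, so Myc could not be tested by symbol. The paper reports Myc as upregulated. The lookup cannot tell a lack of reads from a span or strand that missed the gene, so no absence is inferred. Max had 340 ± 26.3 normalized terminations in w1118 and 420 ± 67.1 in RluA-2 (SD, n = 4 each), a log2 fold change of 0.28 (standard error 0.11, edgeR adjusted p = 0.0908). In the CMC libraries its log2 fold change was 0.24 (edgeR adjusted p = 0.0397).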

Consistent with these observations, a GSEA of the differentially expressed genes showed significant enrichment in the ribosome (FDR < 0.0001) and ribosome biogenesis (FDR = 0.154; Fig. 6c). These results suggest a potential impact on the translation and translational machinery that is caused by loss of RluA-2.

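As sets, the 83 ribosomal protein genes were higher in RluA-2 with limma's camera (adjusted p = 1.78e-11 over 2 sets), and so were 18 ribosome biogenesis genes (limma's camera, adjusted p = 0.00228) of a list of 25 fixed beforehand, which is not the KEGG set. Both calls hold under limma's fry (adjusted p = 4.90e-04 and adjusted p = 1.60e-04). By gene permutation in fgsea, the normalized enrichment scores were 2.58 (p = 1.85e-04) and 1.63 (p = 0.0186). Of the 18 biogenesis genes, 17 had a positive log2 fold change, with a median of 0.22. At an adjusted p under 0.05 over all symbols (edgeR), 6 were higher, and 8 were higher adjusted over the list alone. From these sets and single genes, the paper proposes that loss of RluA-2 affects translation and its machinery.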

**Fig. 6.**
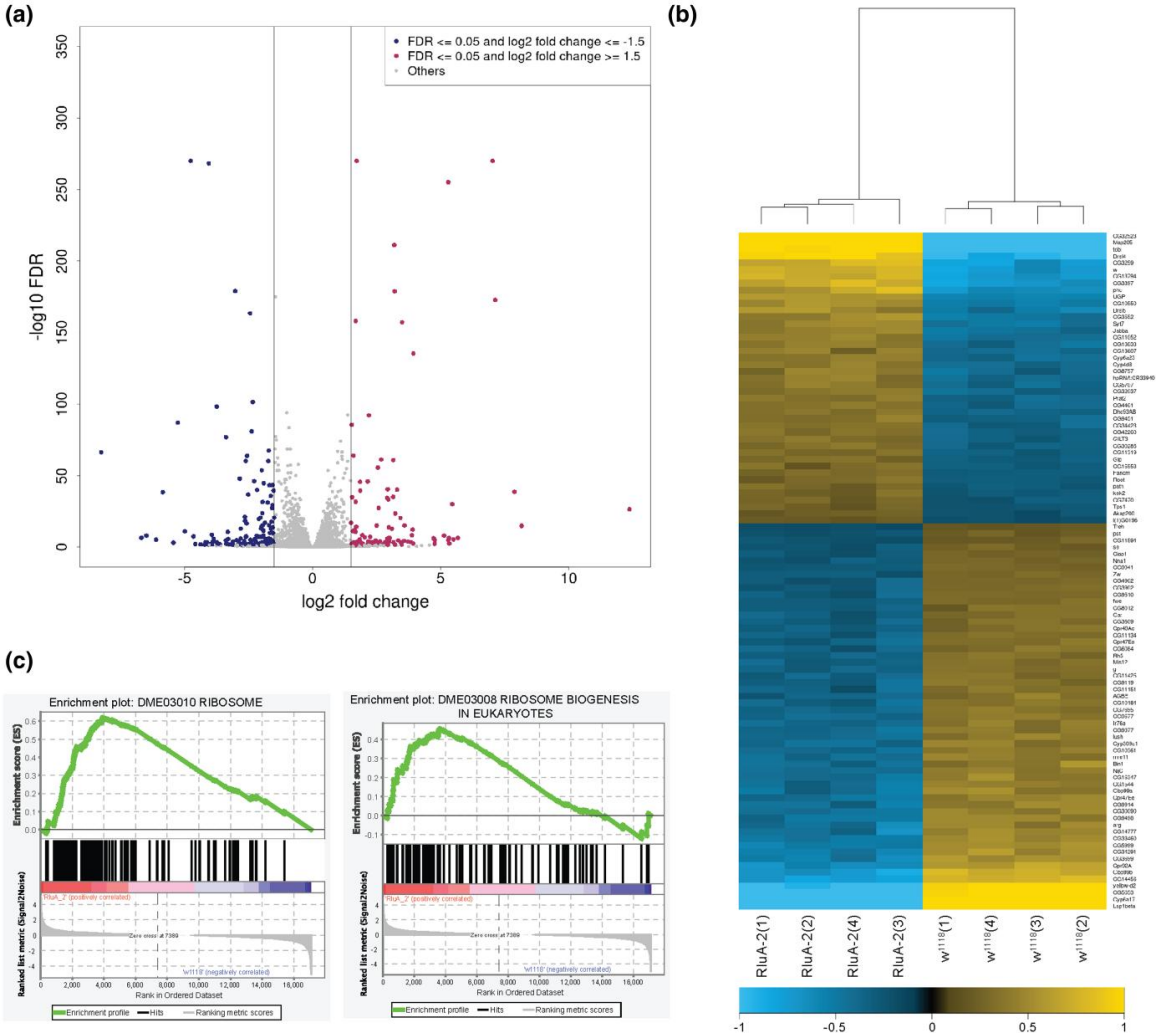
Effect of loss of RluA-2 activity on gene expression in the female *Drosophila* head transcriptome. a) Volcano plot showing the differentially expressed genes in the mock Psi-seq libraries of *RluA-2* vs *w^1118^*. The log_2_-fold change indicated the mean expression level for each gene. Each data point represents an individual gene. Red data points indicate upregulated genes with log_2_-fold change ≥1.5, the blue data points indicate downregulated genes with log_2_-fold change ≤1.5 in *RluA-2* vs *w^1118^* (FDR ≤ 0.05) and gray data points represent all the other genes. b) A hierarchically clustered heatmap showing the expression pattern of the top 100 significantly differentially expressed genes between *RluA-2* and *w^1118^*. Gene expression values quantified as the counts of reads mapping to the exon regions were transformed by applying DESeq2's regularized-logarithm transformation. The rows representing the genes were sorted in descending order of their average expression among the *RluA-2* libraries. The columns representing the individual libraries were hierarchically clustered based on the gene expression. The color density on the heatmap indicates the extent of deviation for each gene in each replicate library from the gene's average expression across all libraries. Yellow and blue represent up- and downregulated expression in *RluA-2*, respectively. c) Gene set enrichment plots show that the Gene Ontology categories are enriched for the ribosome (left) and ribosome biogenesis in eukaryotes (right) in the *RluA-2* mutants. The *y*-axis in the top portion represents enrichment score (ES) and on the *x*-axis are genes (vertical black lines) represented in genes sets. The green line connects points of ES and genes. ES is the maximum deviation from zero as calculated for each gene going down the ranked list, and represents the degree of over-representation of a gene set at the top or the bottom of the ranked gene list. The middle portion shows where the members of the gene set appear in the ranked list of genes. The colored band represents the degree of correlation of genes with *RluA-2* (red for positive and blue for negative correlation). The ranking metric at the bottom portion shows a gene's correlation with *RluA-2* (positive value) or *w^1118^* (negative value). The significantly enriched gene sets are DME03010 RIBOSOME (*P* = 0.000; FDR = 0.000) and DME03008 RIBOSOME BIOGENESIS IN EUKARYOTES (*P* = 0.000; FDR = 0.154).

Notably, 77 ncRNAs (non-protein-coding antisense RNAs and long ncRNAs) were either upregulated (47) or downregulated (30) and several snoRNAs responsible for guiding pseudouridylation or methylation on 18S and 28S rRNAs were among the differentially regulated RNAs (Supplementary Table 7 in File 1).

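Of 346 lncRNAs and antisense RNAs tested by symbol, 68 differed (edgeR's quasi-likelihood test), 37 higher and 31 lower in RluA-2. Of 12 snoRNAs and scaRNAs that could be tested, 0 differed with edgeR or with DESeq2, and 1 had an unadjusted p under 0.05. The libraries were made from poly(A)-enriched RNA, and most snoRNAs were below the filter.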

We investigated impact of loss of RluA-2 on the other 8 putative pseudouridine synthases. 

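RluA-1 lies beside RluA-2 on 2L, from 10463340 to 10474349. Its normalized mock terminations were 1096 ± 83.2 in w1118 and 1021 ± 58.7 in RluA-2 (SD, n = 4 each), a log2 fold change of -0.11 (standard error 0.07, edgeR adjusted p = 0.296), which does not hold up against the spread between replicates. In the CMC libraries, the log2 fold change was -0.28 (standard error 0.05, edgeR adjusted p = 0.00140).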

Expression of *RluA-1*, the paralog of *RluA-2*, was slightly decreased which may be a consequence of loss of regulatory DNA in the *RluA-2* deletion. In contrast, *mfl* the human *Dyskerin* homolog and *CG3709* (encoding the putative *Drosophila* Pus10) were upregulated although the fold change in expression was also slight (Supplementary Table 7 in File 1). 

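Nop60B, the symbol of mfl in the gene table used here, had 441 ± 45.0 normalized terminations in w1118 and 621 ± 44.3 in RluA-2 (SD, n = 4 each), a log2 fold change of 0.48 (standard error 0.09, edgeR adjusted p = 0.00122), with no overlap between the genotypes. Pus10, the symbol of CG3709 there, had 30 terminations in the 8 mock libraries together and could not be tested.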

The expression of the other putative pseudouridine synthases is either not changed (*CG3045*, *CG4159*/*PUS1*, and *CG34140*) or not detected in female head (*CG7849* and *CG6745/PUS7*).

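CG7849 had 184 ± 22.0 normalized terminations in w1118 and 181 ± 38.7 in RluA-2 (SD, n = 4 each), a log2 fold change of 0.03 (edgeR adjusted p = 0.939) whose sign is opposite to that of the difference between the means, so no direction is given. In 8 mock libraries together, CG3045 had 18 terminations and was not tested. No termination was found in the span used for CG34140 in any mock or CMC library of Exp 2, so it was not tested. As for Myc, the lookup may have missed the gene, and no absence is inferred. Pus1, the symbol of CG4159 in the gene table used here, had 163 ± 31.5 normalized terminations in w1118 and 206 ± 39.0 in RluA-2 (SD, n = 4 each), a log2 fold change of 0.30 (standard error 0.18, edgeR adjusted p = 0.282), which does not hold up against the spread between replicates. Pus7, the symbol of CG6745, had 54 terminations in the 8 mock libraries together and was not tested, and 92 to 138 in each CMC library of Exp 2.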

Finally, we investigated whether there might be a correlation between RluA-2-dependent pseudouridylation and gene expression. If such a correlation exists, transcripts that lose sites in the mutant might show altered transcript levels. 

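Of the 107 genes with a dependent position, 50 (46.7%) differed in expression (edgeR's quasi-likelihood test), 32 higher and 18 lower in RluA-2. Of the 54 other genes with kept mRNA positions, 31 (57.4%) differed, and the 2 shares were not distinguishable (Fisher's exact test, two-sided, p = 0.243). With the pooled variance of the z-test the direction changed, to 26.0% of 3676 genes with a dependent position and 16.8% of 167 others, shares that were distinguishable (Fisher's exact test, two-sided, p = 0.00645).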

Interestingly, 67 genes with missing Psi sites in the *RluA-2* mutant also show differential expression (Supplementary Table 8 in File 1). 

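Ribosomal protein genes with a dependent position were 19 RpL and 16 RpS genes, of which 14 and 7 differed with edgeR, and 16 and 11 with DESeq2.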

Among the RluA-2 targets, ribosomal protein component genes are also differentially expressed (18/21 *RpL* and 9/15 *RpS* genes). 

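All 21 ribosomal protein genes with a dependent position and an edgeR call were higher in RluA-2. So were the 27 that DESeq2 called.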

The differentially expressed mRNAs encoding ribosomal proteins all showed upregulation in the *RluA-2* mutant. A similar trend of upregulation was also observed in other RluA-2 target genes, including yolk protein mRNAs (*Yp1*, *Yp2*, and *Yp3*). However, some transcripts missing Psi sites were found to be reduced in expression (i.e. *Nplp3, Obp19d,* and *Obp44a*). 

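The log2 fold changes of the yolk protein genes in the mock libraries were 0.28 for Yp1 (standard error 0.06, edgeR adjusted p = 0.00605), 0.19 for Yp2 (standard error 0.06, edgeR adjusted p = 0.0360) and 0.22 for Yp3 (standard error 0.06, edgeR adjusted p = 0.0112). The genotypes did not overlap for Yp1 and Yp3. The call of Yp2 was lost in 6 of the 8 cases with 1 library left out. In the CMC libraries, their adjusted p-values were 0.154, 0.166 and 0.246. Dependent positions numbered 20 on Yp1, 18 on Yp2 and 7 on Yp3.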

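Nplp3 had a log2 fold change of -0.68 (standard error 0.07, edgeR adjusted p = 6.79e-06), Obp19d of -0.53 (standard error 0.07, edgeR adjusted p = 5.20e-05) and Obp44a of -0.29 (standard error 0.07, edgeR adjusted p = 0.00895). The genotypes did not overlap for Nplp3 and Obp19d. With 1 library left out, the values stayed between -0.73 and -0.62 for Nplp3, -0.58 and -0.50 for Obp19d and -0.35 and -0.24 for Obp44a. Rh3 (-0.42, edgeR adjusted p = 2.18e-04) and Rh4 (-0.35, edgeR adjusted p = 7.34e-05), with 1 and 2 dependent positions, were also lower.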

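Of 1420 symbols that differed in the mock libraries (edgeR's quasi-likelihood test), 1370 (96.5%) had no dependent position. Only 161 of the tested symbols had any kept mRNA position. The share depended on the variance of the z-test. With the pooled variance, 3843 tested genes had sites, and 463 of the 1420 symbols (32.6%) had no dependent position.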

The vast majority of the differentially expressed genes did not contain RluA-2-dependent Psi sites (2,147, 97.0%), suggesting the majority of the differentially expressed genes do not change expression levels as a consequence of a missing pseudouridylation. This may indicate that *RluA-2* can directly affect RNA levels independently of its pseudouridine synthase activity, or the gene expression alterations may be a downstream or indirect consequence of a lack of *RluA-2* activity. Future studies investigating the RNAs that are directly bound by RluA-2 will be necessary to disentangle these alternatives.

## Discussion

For over a century studies of *D. melanogaster* have led to countless insights into the underlying principles of genetics and molecular biology including several studies of pseudouridylation of RNA. Nevertheless, next generation sequencing has yet to be applied to thoroughly characterize *Drosophila* Psi. We have described here the first attempt at characterizing a *D. melanogaster* pseudouridine epitranscriptome. Our optimized library construction and bioinformatics workflow has allowed us to robustly detect previously known sites as well as to uncover a set of previously unknown Psi sites that are reproducible across biological replicates. Although our analysis has been limited to a single stage of the fly life cycle, and a single sex, our findings provide interesting insights for future studies.

Perhaps the most striking finding of our study is the widespread presence of Psi in the RNAs that encode for the many components of the cellular ribosome. Over 500 highly reproducible sites were found in rRNA which is significantly more than the number of previously identified sites. The vastly increased number of candidate rRNA sites that we have detected is likely due to the statistical power that is provided with next generation sequencing methods. A caveat to consider is that our methods do not allow for the explicit determination of the proportion of pseudouridylated bases that occur at individual sites. Even for highly reproducible sites, it is likely that these sites occur on only a fraction of rRNA molecules and additional studies will be needed for quantitative determination of site frequency. This could potentially be performed with recently described HydraPsiSeq methodology (Marchand *et al*. 2020). Alternatively, nanopore sequencing approaches would potentially allow for determination of Psi sites that occur together on individual rRNA molecules (Begik *et al*. 2021).

In addition to sites on rRNA, we found that the vast majority of mRNAs encoding ribosomal proteins were pseudouridylated. Although the function of the Psi sites on *Drosophila* mRNAs also awaits further analysis, an interesting possibility is that codons containing Psi could favor the incorporation of non-cognate amino acids during mRNA translation (Eyler *et al*. 2019). We found 160 Psi-containing codons across mRNAs encoding for 58 ribosomal proteins. If each of these codons facilitates some degree of non-cognate amino acid incorporation (Eyler *et al*. 2019), this would allow for vast complexity of ribosomal protein isoforms. We hypothesize that such a diversity of ribosomal protein subunits might allow for robustness in ribosomal function across a variety of environmental conditions which could be advantageous for a poikilotherm such as *Drosophila*. Alternatively, ribosomal protein diversity could contribute to cell-type-specific functions of the ribosome, or facilitate translation of particular mRNAs as previously described for other forms of ribosome heterogeneity (Shi *et al*. 2017; Genuth and Barna 2018; Hopes *et al*. 2022).

The most highly pseudouridylated mRNAs (*Yp1*, *Yp2*, and *Yp3*) encode for the Yolk proteins. These transcripts are expressed in fat bodies of the female head which is one of the places where yolk protein biogenesis is thought to occur (Fujii and Amrein 2002). An important aspect of fly vitellogenesis involves synthesis and secretion of the yolk proteins from fat bodies into the hemolymph circulation for transport to the ovaries (Hames and Bownes 1978). High levels of pseudouridylation, especially in the coding region of the Yp transcripts, may facilitate message stability, translation, or possibly plays a role in targeting the mRNA to secretory pathways. Consistent with the latter possibility, the RNA with the highest percentage of Psi was the 7SL RNA which is a component of the Signal Recognition Particle, the key factor in guiding mRNAs to the secretory compartments of the cell. 

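The span of trp held 4 kept positions, 2 of them called in 4 or 5 w1118 pairs and 2 in 2 or 3, and 3 of the 4 were called in no RluA-2 pair, where coverage was too low for a call with the termination ratios of w1118 at all 3. With 1 w1118 pair left out, the number of kept positions on trp ran from 0 to 4.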

Other mRNAs for secreted and transmembrane proteins that identified in our analysis include rhodopsins (*ninaE*, *rh4*, and *rh6*), *trp*, and odorant-binding proteins (*Obp44a*, *Obp56d*, *Obp56e*, *Obp99c*, and *Obp19D*).

We found that transcripts expressed from the mitochondrial genome (*lrRNA*, *srRNA*, *CoI*, *CoII*, *CoIII*, *AtpAse6*, *AtpAse8*, *ND2*, *ND5*, and *Cyt-b*) and some nuclear-encoded mitochondrial genes (*ATPsynB*, *ATPsynbeta*, *ATPsynC*, *ATPsynF, Cyt-c-p*, *COX6B*, *COX7C*, *UQCR-C2*, *COX5A*, and *porin*) were pseudouridylated. 

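Among the nuclear genes with mitochondrial products, ATPsynC had 4 kept positions, ATPsynB and ATPsynbeta 3 each, ATPsynF, COX7C, UQCR-C2 and porin 2 each, and Cyt-c-p, COX6B and COX5A 1 each. Of these positions, 1 each on ATPsynC, UQCR-C2 and COX5A was called in 6 or 7 w1118 pairs. With 1 pair left out, the counts on COX7C, Cyt-c-p and porin fell to 0 at the lowest. With the pooled variance of the z-test, each of the 10 genes had 104 to 722.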

Interestingly, the opal (UGA) cellular stop codon was pseudouridylated in 5 cases on mitochondrial transcripts and we propose that this may facilitate incorporation of tryptophan at ΨGA codon as part of the mitochondrial genetic code. Indeed, our finding that the ΨGA codon is specific to mitochondrially encoded RNAs provides evidence in support of specificity of the Psi sites that we have identified. If our method was to identify spurious sites, we would expect to find ΨGA codons in both nuclear and mitochondrially encoded genes. Other potential Psi sites that were absent from our analysis are further evidence of specificity (Table 1). Notably, we found no instances for Psi on the amber (UAG) or ochre (UAA) stop codons. Indeed, many codons were detected at lower levels than expected if Psi were equally distributed across uridine nucleotides (Table 1).

An interesting pattern is apparent for nuclear and mitochondrial encoded genes and their pseudouridylation of codons for leucine. All of the 7 instances for the UΨA codon (i.e. UUA leucine) were found on mitochondrially encoded mRNAs. We also found evidence for ΨUA modification of the UUA codon, and in 12/13 cases this modification was identified on mitochondrial encoded transcripts. Interestingly, on nuclear-encoded transcripts, the CUG codon for leucine was the codon that was most enriched for Psi. As the CUG codon for leucine is not found at all in mitochondrially encoded genes, all of the instances of CΨG codons are in nuclear-encoded genes (as expected). Thus, in mitochondria there is an enrichment for Psi in the UUA codon for leucine but for nuclear-encoded genes the enrichment is for the CUG codon for leucine. We hypothesize that this use of Psi by the cell may contribute to the appropriate translation of biased codons for leucine on mitochondrial and cellular ribosomes, respectively. We note that leucine (along with serine and arginine) is unusual among amino acids in that it can be encoded by 6 codons (using the canonical bases A, C, U, and G). If one considers that there are 11 possible Psi-containing codons for leucine, the total number of potential codons for leucine expands to 17. The mechanistic importance of this level of diversity for leucine codons poses an interesting puzzle for the future.

Finally, we found that 423 Psi sites were absent from the *RluA-2* mutant RNA and these sites are thus potential targets for the RluA-2 enzyme. The potential RNA targets of RluA-2 included rRNAs, mRNAs, snRNAs, and tRNAs. 

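In the kept positions of Exp 1 and Exp 2, Arr2 had 23 of 48 called in no RluA-2 pair, and Nplp3 10 of 17. At 22 of the 23 and 7 of the 10, coverage in the RluA-2 pairs was too low for a call with the termination ratios of w1118. The median fold changes of all kept positions in w1118 of Exp 2 and in RluA-2 were 1.48 and 1.44 for Arr2, and 1.69 and 1.60 for Nplp3. With 1 pair left out, Arr2 had 8 to 37 dependent positions.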

Among mRNAs, notable targets for RluA-2 included *arrestin2* (*Arr2*) mRNA which was missing 24/42 sites and *neuropeptide like protein 3* (*NPLP3*) was missing 11/14 sites. These 2 targets stand out as potentially important in the previously described hypersensitive nociception phenotypes of *RluA-2* mutant larvae (Song *et al*. 2020). Ribosomal protein mRNA targets of RluA-2 are also of note as 65/160 sites on mRNAs encoding for ribosomal proteins were absent in the mutant background. Interestingly, many of these same ribosomal protein mRNAs showed upregulated expression in the mutant RNA libraries. We look forward to future studies that may further elaborate the impact of RluA-2-dependent pseudouridylation on neuronal and ribosomal function.

## Accession numbers

Psi-sequencing data have been deposited into the Gene Expression Omnibus (GEO) under the accession number GSE213312.

## Supplementary Material

jkac333_Supplementary_Data

## Data Availability

Data generated or analyzed during this study are included in this published article (and its supplementary information files). Psi-sequence data that support the findings of this study have been deposited in the GEO with the accession number GSE213312. Supplemental material available at G3 online.

# Supplementary material for: Transcriptome-wide analysis of pseudouridylation in Drosophila melanogaster
**Source:** G3 (Bethesda). 2022 Dec 19;13(3):jkac333. doi: 10.1093/g3journal/jkac333
**Supplement:** jkac333_Supplementary_Data

**Supplemental Materials**

**Supplemental Figures**

**Figure S1.** Optimization of CMCT treatment conditions for Psi-seq library preparations. The polyA-selected RNA was subjected to either fragmentation (“Fragmented before treatment”) or not (“Non-fragmented before treatment”) prior to the CMC/mock derivatization. The derivatization was carried out with CMC/mock treatment for 1hr or 18hr at 37°C (“1hr CMC/mock” or “18hr CMC/mock”), followed by alkaline treatment for 6hr at 37°C or 75°C (“37°C hydrolysis” or “75°C hydrolysis”). The Y axis represents the termination fold change while the X axis is the nucleotide position on the RNA spike-in sequence. The termination fold change from the only pseudouridine at position 43 on the RNA spike-in is marked with a red line whereas those from other sites are presented as black lines. The optimum condition producing the highest termination fold change for Psi site and lowest background is framed with a dashed red rectangle.

**Figure S2.** The termination fold change (y axis) distribution over the large subunit (LSU) of cytoplasmic rRNA in *Drosophila melanogaster* (x axis). The Psi sites identified are called with the threshold of appearing in 6 or all 7 *w^1118^* libraries (high reproducible site, red), 4 or 5 libraries (intermediate reproducible site, blue), and 2 or 3 libraries (low reproducible site, green) from both sets of the experiments. The previously reported Psi sites on LSU identified by Ofengand et al (1997) were indicated by the gray vertical lines.

**Figure S3.** Consensus sequence for the RluA-2 target sites. The X axis is the +/- 10 nucleotide sequence flanking the T site where the RNA bears the pseudouridylation modification (0 position). The Y axis represent the bits score. The overall probability of a nucleotide is represented by the height of the letter.

**Figure S4.** Euclidean distances of *w^1118^* and *RluA-2* mutant mock libraries clearly demonstrate the clustering of samples based on the genotypes. Color key indicates level of similarity between libraries.

**Supplemental File S1**

**Table S1**. A summary of the Psi-seq libraries (Table S1) and an overview of contents included in supplemental tables (Table S2 - Table S8) for transcriptome-wide mapping of pseudouridylation and transcriptome expression analyses in *Drosophila melanogaster*.

**Table S2**. The quality features of the sequencing data used for Psi-seq and transcriptome expression analyses in *Drosophila melanogaster*.

**Table S3**. Psi sites identified using Psi-seq on cytoplasmic and mitochondrial rRNA in *Drosophila melanogaster*. Note the cytoplasmic LSU rRNA sites reported previously are labeled as “Ofengand site” in column H.

**Table S4**. Psi sites detected on other types of ncRNA with Psi-seq, including tRNA, snRNA, snoRNA, and other ncRNA in *Drosophila melanogaster*.

**Table S5**. Psi sites detected on protein-encoding mRNAs with Psi-seq in *Drosophila* *melanogaster*.

**Table S6**. Potential RluA-2 pseudouridylation targets in the adult head of *Drosophila melanogaster* with Psi-seq. Pseudouridylation sites from *RluA-2* (n=4) and *w^1118^* (n=4) samples from the same set of experiment (Exp 2) were compared and those sites which are called in at least two libraries from both of the experiments (Exp 1 and Exp 2) in *w^1118^* but absent from *RluA-2* were listed as the putative RluA-2 targets*.*

**Table S7**. Differentially expressed genes in *RluA-2* compared to the genetic background iso*w^1118^* in the adult head of *Drosophila melanogaster.* The mock samples from each Psi-seq data set were used for differential expression analysis between the 4 replicates of *RluA-2* samples and 4 replicates of *w^1118^* samples. Differentially expressed genes were detected using DeSeq2 with the threshold of adjusted *p* value with IHW correction <0.05*.*

**Table S8**: A list of differentially expressed genes between *RluA-2* and *w^1118^* which overlap with genes containing RluA-2 target Psi sites.

How the deposited data were processed for this re-analysis (not part of the article)

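Psi-seq libraries from heads of female flies were analysed in 2 experiments, Exp 1 with 3 pairs of w1118 libraries and Exp 2 with 4 pairs of w1118 and 4 pairs of RluA-2 libraries. A pair is a CMC-treated and a mock-treated library from one RNA sample, so that there were 11 pairs and 22 libraries. Samples were grouped by the experiment, genotype, treatment and replicate that their labels give.

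The authors trimmed the reads with Trimmomatic, aligned them with bowtie2 to the rRNA genes and the spike-in and then with STAR to the genome, and counted read pairs per gene with featureCounts, so the deposited gene values are raw counts without normalization. The deposited termination files give for each position the count of inserts that end there and the coverage, and the fraction of the coverage that terminates, the termination ratio, which the authors computed as the quotient of the 2. The lowest listed termination count is 2 in CMC libraries and 1 in mock libraries, so each value was read as the count plus 1, listed where the CMC library has at least 1 termination. Between 43.2 and 64.2% of the listed positions of a pair have no mock termination. In each pair, 1446 to 2736 rows of the rRNA and spike-in references are listed more than once, in 681 to 1239 cases in another order in the CMC and mock file, and the entry with the higher termination count was kept.

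Total gene counts per library ran from 12035142 to 30701799. Termination fold changes were the log2 of the CMC over the mock termination ratio. The z-test followed the denominator that the paper's Supplementary Tables 3 and 4 imply, was one-sided, covered positions with a CMC ratio above the mock ratio, and was adjusted by the Benjamini-Hochberg method within a pair over all tested positions of any base. A Psi site was a position called at an adjusted p under 0.05 in at least 1 w1118 pair of each experiment, with at least 5 CMC reads terminating and 5 continuing. No genome sequence was used here. Bases were known only in the flanks of sites in the supplementary tables, so rRNA and other noncoding RNA positions were kept where the base was a known U, and mRNA positions were kept whatever their base. For that reason the coding and untranslated shares, codon counts, UGA codons, the percent of uridines called and RPKM were not computed, and percents of tested positions and terminations per gene span were used in place of the last 2. Genes were placed by their release 6 spans, on the strand with the most terminations where at least 20 were found.

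RluA-2-dependent sites were sites called in none of the 4 RluA-2 pairs. Their number was compared with that under the other splits of the 8 pairs of Exp 2. Termination fold changes were compared between genotypes with limma, with 0.5 added to the terminations and 1 to the coverage. Gene counts of the 8 mock libraries of Exp 2 were compared with edgeR's quasi-likelihood test after TMM normalization and filterByExpr, with DESeq2 as an alternative. Genes named by symbol were measured by the terminations in their span, minus the 1 that the files add, with the share of the gene's coverage that the files list as an offset, where the mean listed share was at least 0.2. For 43 genes with a known identifier, the terminations of a CMC library so measured were 0.889 times the gene count at the median, and those of a mock library 0.845 times. Gene sets were tested with camera and fry, and with fgsea on the signal-to-noise ratio with 10000 permutations. Single values were compared with exact permutation tests, shares with Fisher's exact test, and relations across genes with 100000 permutations.

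Precision was given as the SD between replicates, as 95% Wilson intervals for single shares, which cover counting error only since PCR copies are not independent molecules, and as 3 counts where a count of 0 was read as a limit. The tests were tried on simulated data before use. In 2123 simulated sites of which 200 were lowered by 1 on the log2 scale, limma called 177 of these and 13 others.

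The genes named are every gene the text of the paper names by symbol, the 10 genes with the most Psi sites and, among changed genes whose values do not overlap between the genotypes, the 5 with the largest rise and the 5 with the largest fall. Mhc, CaMKI, w and the sites of 18S rRNA fall outside this rule and were named after their values were seen. Gene identifiers and symbols are paired for 193 genes only.

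The alternatives were the variance of the z-test, the adjusted p, the read minimum, the number of pairs, thinning to equal summed coverage at the called sites or to one coverage per position, pseudocounts, centring, the coverage minimum, a replicate block, DESeq2 and its size factors, no filter, the CMC libraries, and each replicate left out in turn. The paper's Supplementary Tables 6 to 8 were not used here. Analyses used Python 3.11 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0.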

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

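The tests in this part were chosen after the results were seen, except limma's test of the sites, the same test with each pair centred on its median and the same test with 1 pair left out, which were set before the data were examined. In groups of 4 samples, a sample was taken as far from the others when its gap to the nearest one was a large part of the group's range. Chance alone does this in about 1 in 20 groups. Of 90 groups, 6 had such a sample, where chance would give 4.5.

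The median termination fold change of the called sites was 1.34 in Exp 2 w1118 replicate 3, against 1.62 to 1.67 in the other w1118 pairs of Exp 2. This pair also had the fewest mock terminations on the genome, 8193675, the highest share of CMC terminations on rRNA, 53.0%, and the fewest called positions, 1370. These values show a pair that differs in depth and composition, and no test separated the 2. Without this pair, limma called 2 sites as lower and 1 as higher in RluA-2, and sites with an unadjusted p under 0.05 numbered 95 lower and 52 higher. No biological explanation was tested, since the pair shares its condition with the other 3.

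For single genes, a library lay apart from the other 3 of its group in 5 cases. The w gene had 0.0947 CMC terminations per 1000000 gene counts in Exp 2 w1118 replicate 2, which is 2 terminations, and 0 in the others. CG7849 had 3.01 mock terminations per 1000000 gene counts in RluA-2 replicate 4, against 1.97 to 2.14, and the sign of its small log2 fold change rests on such libraries. Obp19d had 526 in RluA-2 replicate 1, against 449 to 461, Obp44a had 1652 in w1118 replicate 1, against 1913 to 1927, and Obp56e had 662 in w1118 replicate 4, against 595 to 602. Their number is near that of chance, and no explanation was tested.

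The termination fold change of 5 sites differed between RluA-2 and w1118 of Exp 2 by limma's test of the difference. It was lower by log2 values of -2.09 at position 10055148 and -1.12 at position 10055196 of Yp1 and of -2.81 at position 450443 of CaMKI, and higher by 1.15 at position 1086 and by 1.22 at position 1111 of 18S rRNA. The 4 RluA-2 pairs lay on the same side of all 7 w1118 pairs at each of the 5 sites. Of 35 splits of the 8 pairs, the real one was the 1 split that gave as many sites. That is the smallest share that 35 splits allow, so chance is argued against for the number but not excluded. The 122 sites with an unadjusted p under 0.05 were reached in 11 of the 35 splits, so chance cannot be excluded for these. A shift of all Yp1 sites with the level of the Yp1 mRNA is argued against, since the median change at the other 113 Yp1 sites was -0.0146, with 60 of them negative. A general rise of the fold change over all sites in RluA-2 is argued against at both 18S positions, since with each pair centred on its median the change was still 1.11 at position 1086 (adjusted p = 0.00271; 0.00145 to 0.0242 over all alternatives) and 1.18 at position 1111, and the median change over all sites was 0.04. The call at position 1111 is weak all the same: its adjusted p was 0.126 when centred (0.0153 to 0.141 over all alternatives). It was also lost with a term for the replicate number (adjusted p = 0.112) and in 5 of the 8 fits with 1 pair left out. The other 353 sites of 18S rRNA had a median change of 0.12 and a highest one of 0.85. At the 3 lower sites, a base that differs between the strains cannot be told apart from a loss of Psi, because the base in RluA-2 is known at 0 of the 3. The values at the Yp1 and CaMKI sites are consistent with a loss of Psi that depends on RluA-2, as a hypothesis that these libraries alone cannot settle. The call at CaMKI rests on a coverage of 84 to 225 in the CMC libraries of Exp 2 and did not hold without w1118 replicate 3 (adjusted p = 0.0525) or without RluA-2 replicate 4 (adjusted p = 0.0596), over a range of 9.31e-04 to 0.0596 for all alternatives.

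At cytoplasmic rRNA positions, the calls also took in 554 positions with A, C or G as the base, which the paper does not report. Of these, 64.1% lie beside a called U, against 25.8% of the positions with another base that were not called (Fisher's exact test, two-sided, p = 5.37e-64), which is consistent with terminations that spread by 1 base around a Psi. That spread does not account for the other 199, which have no called U beside them. Among positions away from a called U, 106 of 646 G (16.4%) were called, against 6.36% of A and C (Fisher's exact test, two-sided, p = 2.76e-12), so CMC left on G is a candidate explanation for part of them. The same processes could place calls at U positions without Psi, and their number was not tested. The bases are known only near sites of the paper's tables, so the shares hold for those stretches.

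The w gene had 14.8 ± 1.52 CMC terminations per 1000000 gene counts (SD, n = 4) in RluA-2, 263 to 352 per library, against 0 to 2 per library in w1118 of Exp 2 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow) and 15 to 20 in w1118 of Exp 1. The text of the paper does not name this gene, and the paper's table of changed genes was not used here. A mislabelled sample is argued against by the RluA-2 gene itself, since the 4 RluA-2 pairs together had 2 terminations beyond its first 1 kb. Another w allele or a w marker in the RluA-2 strain and an effect of the RluA-2 deletion on w cannot be told apart, since the exact p of 0.0286 compares groups that differ in both. If the strains differ at w, then differences between the genotypes could also come from w or from sequence that came with it, which this design does not separate from RluA-2.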

How the results depend on the processing

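Each result was recomputed with 1 choice changed at a time. These alternatives were set before the data were examined, except a fold change above 1 for the site calls, sites chosen in Exp 1 alone for the limma test, fry for the ribosomal protein genes, and fgsea and the CMC libraries for the ribosome biogenesis genes, which were chosen after seeing the data.

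Counts of sites depended strongly on the variance of the z-test and on coverage. With the pooled variance there were 220 sites on mitochondrial rRNA, 224 on other noncoding RNAs and 181627 on mRNAs of 3847 genes, among them 16388 on ribosomal protein, 2987 on mitochondrial and 2414 on yolk protein mRNAs, and 62259 RluA-2-dependent sites. U then made up 37.2% of the calls on rRNA. With the variance as printed in the methods there were 230 and 231 sites on these noncoding classes and 411618 on mRNAs of 4698 genes, among them 28336, 4293 and 2706 on the same 3 groups of mRNAs, and 87390 dependent sites. The pooled denominator is smaller at every position by construction, which adds calls. The printed one is smaller where it is defined, and positions where the mock coverage does not exceed the CMC coverage are not tested with it. The relation between expression and the percent of positions called changed sign, to rho -0.0205 with the pooled variance (permutation test, p = 0.203) and -0.21 with the printed one (permutation test, p = 1e-05, the smallest that 100000 permutations can give), and G followed 25% of the dependent sites with the pooled variance, below the share at the other sites. The percent of genes with a dependent site that changed expression, lower than that of other genes with sites in the main analysis, was 26.0% with the pooled variance, higher than that of the others (Fisher's exact test, two-sided, p = 0.00645). The cause was not tested for these 4 reversals.

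An adjusted p under 0.01 gave 688 mRNA sites, 85 on ribosomal protein mRNAs and 250 dependent sites, by its own construction. With at least 10 reads in place of 5, ribosomal protein mRNAs held 291 sites, rho between expression and percent called rose to 0.18 (permutation test, p = 0.00804), and G followed 29.7% of the dependent sites, below the other sites. Fewer positions are tested there, which eases the adjustment; for the other 2 values the cause was not tested. Sites called in at least 4 w1118 pairs numbered 102 on ribosomal protein mRNAs and 50 on mitochondrial mRNAs, with 181 dependent sites. With a fold change above 1, there were 61 sites on mitochondrial mRNAs, U made up 64.8% of the calls on rRNA, and G followed 29.2% of the dependent sites, below the other sites; the cause of the last was not tested. With the 8 pairs of Exp 2 thinned to the same summed coverage at the called sites, which does not make the coverage of each site equal, 190 sites were dependent. Thinning every position to a coverage of 1000 gave 4 mRNA sites and 83 on cytoplasmic rRNA, and left too few genes for a relation with expression. Positions past a termination ratio of 0.1 and a log2 fold change of 3 numbered 144082 with a coverage of at least 20 and 4491882 with a linear fold change.

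With 1 pair left out, mRNA sites numbered 663 to 1046, those on ribosomal protein mRNAs 89 to 170, on mitochondrial mRNAs 59 to 102, and dependent sites 143 to 747. All 4 lowest values came without Exp 2 w1118 replicate 1, the pair with the most mock terminations, and 747 came without RluA-2 replicate 1. U made up 60.5 to 64.8% of the calls, and G followed 30.1 to 38.6% of the dependent sites, with the share below that of the other sites without RluA-2 replicate 3. The cause of that reversal was not tested. For the remaining site results the ranges were 801 to 848 on cytoplasmic rRNA, 97 to 120 on mitochondrial rRNA, 96 to 112 on other noncoding RNAs, 256 to 327 on yolk protein mRNAs and 110 to 161 genes.

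Sites with a lower termination fold change in RluA-2 numbered 2 to 4 with 1 pair left out, and sites with a higher one 1 to 2. With a replicate block, a term for the replicate number, 1 site was higher, and with each pair centred on its median fold change also 1. The replicate numbers do not pair the libraries, so the block mainly costs degrees of freedom, and the cause of its change was not tested.

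Genes changed in RluA-2 numbered 2021 to 2254 with 1 library left out, 906 to 1064 higher and 1103 to 1211 lower. DESeq2, its size factors, no filter, the replicate block and the CMC libraries gave 2244, 2421, 2421, 2319 and 2117. Ribosomal protein genes called higher numbered 36 to 57 with 1 library left out, and 24 in the CMC libraries, where the cause was not tested. With 1 library left out, the p-values of camera ran from 7.32e-14 to 1.42e-09 for this set and from 0.00126 to 0.00399 for ribosome biogenesis. Mock libraries differed more between than within genotypes in each setting run. The spike-in fold change was 6.62 to 6.73 with 1 pair left out.

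For single genes, the log2 fold change of CG7849 ran from -0.12 to 0.10 with 1 library left out and was negative without w1118 replicate 1 (-0.08) and without RluA-2 replicate 4 (-0.12), and that of Mhc was -1.9e-04 in the CMC libraries, so neither has a direction here. The cause was not tested. Over the other results for single genes and sites with 1 replicate left out, 526 values kept their direction and their side of the threshold, or moved within a factor of 1.5 for a count, 40 fell short of the threshold, 2 came past it and 38 moved further. Under the other alternatives these numbers were 283, 10, 2 and 140. Of the main results with 1 replicate left out, 166 values were so kept, 11 moved further and 1 reversed. Under the other alternatives, 76 were kept, 32 moved further, 6 reversed and 1 came past the threshold.

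Depth limits the calls, since called positions had a median mock coverage of at least 12619. The coding share, the CUG and UGA codon counts and the U-only count of positions past the termination ratio could not be computed without a genome sequence, so their alternatives were not run.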

Differences from the paper's values

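The paper states that over 200000 sites pass the thresholds on the termination ratio and fold change across w1118, and the count here, of positions with any base, was 517679, which lies above that bound. Of the alternatives set before the data were examined, a coverage of at least 20 (144082) came within a factor of 1.5 of the paper's value, though below it. A linear fold change of 3 (4491882) and leaving out each pair in turn (378877 to 514676) did not. For Rh6 the paper's value is 2 sites, and 1 was kept here. With at least 10 reads in place of 5 there were 2.

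The paper's gene results rest on read pairs counted per gene, while the single genes set beside them here were measured by terminations in their span. Of 15 genes called from gene counts in the check of both measures, 11 were also called from terminations. A gene not called here can therefore be one that its gene count would call. The paper describes RluA-1 as lower in RluA-2. Its log2 fold change here was -0.11 (edgeR adjusted p = 0.296), and it was called lower in the CMC libraries, at -0.28 (edgeR adjusted p = 0.00140; 0.00140 to 0.505 over all alternatives). The paper lists Max as upregulated. It was not called here, at 0.28 (edgeR adjusted p = 0.0908), nor by DESeq2 (adjusted p = 0.0920), and it was called without RluA-2 replicate 1 (edgeR adjusted p = 0.0396) and in the CMC libraries (edgeR adjusted p = 0.0397), with 0.0396 to 0.230 over all alternatives. The paper lists CG7849 as not detected in female heads, and it had 184 ± 22.0 normalized mock terminations in w1118 (SD, n = 4). It lists CG6745 as not detected too, and Pus7, its symbol here, had 2 to 14 mock terminations per library. The paper lists several snoRNAs among the differentially regulated RNAs. Of the 12 snoRNAs and scaRNAs that passed the filter here, 0 were called by edgeR or DESeq2, and 1 had an unadjusted p under 0.05. Others below the filter were not tested.

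The paper describes G as the dominant base downstream of the RluA-2-dependent sites. Where that base was known here, U followed 38 of 89 dependent sites and G 29. Nearly all of these 89 lie on rRNA and other noncoding RNAs, while 328 of the paper's 423 sites lie on mRNAs. The 2 sets are unlike, so these counts cannot decide on the paper's description. The paper states that for noncoding RNAs coverage and the presence of Psi sites are not related. Here rho across 19 noncoding RNAs was 0.74 for the number of called positions (permutation test, p = 0.00067) and -0.37 for the percent called (permutation test, p = 0.123), with Pearson's r -0.61 for the latter. The percent called decides nothing here, since the genes were chosen for a called position and those with few tested positions have a high percent.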

Other observations

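The tests in this part were chosen after the results were seen, except limma's test of the sites, edgeR's test of the genes and its use on the CMC libraries, which were set before the data were examined, and the comparison of the ribosomal protein genes with lists of matched genes, which was set before its result was seen.

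Called positions, those of rRNA among them, had a median mock coverage between 12619 and 221831.5 over the 11 pairs, while the tested positions had 202 to 562. Since the variance of the test contains the inverse of the mock coverage, a position with less mock coverage needs a larger difference in termination ratio to be called. Over the 8 pairs of Exp 2, the number of called positions rose with the mock terminations, with r 0.90 (exact permutation test, p = 0.00144). Both values are consistent with mock depth setting part of which mRNAs and pairs show sites, and a biological excess of Psi in abundant mRNAs stays open beside it. Among 86 genes above 1000 terminations per 1000000 gene counts, 77.9% had a site, and of 5143 genes at 10 to 100 only 0.0389% did. Spans that overlap share reads, so some of these genes can stand for the reads of another.

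The 385 sites called in w1118 and in no RluA-2 pair were set against other splits of the same 8 pairs. Of 70 ordered splits, which take each group of 4 pairs in turn as the one without calls, 17 gave at least as many sites. The range was 17 to 818, so chance cannot be excluded for the number of these sites. Too few reads in the RluA-2 pairs is a candidate explanation for most, since 87.8% would not pass at the coverage of any RluA-2 pair with the ratios of w1118. By the same measure 261 (67.8%) would also not pass at the coverage of any w1118 pair of Exp 2, so low coverage is not special to RluA-2 at many of them, and 74.3% were called in 1 of these 4 pairs. Loss of Psi at most of these sites is argued against by their median change in termination fold change of -0.0693, where their median fold change in w1118 was 1.63. Of the 385 changes 254 were negative, which decides nothing, since sites chosen for a call in w1118 and none in the same RluA-2 pairs lean that way by the choice alone. A loss at some sites, or a partial one, stays open, and 3 of the sites passed limma's test over all sites.

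The number of genes changed in RluA-2 was reached in 1 of 35 splits of the 8 mock libraries, the real one. That is the smallest share that 35 splits allow, so chance is argued against but not excluded. No other split, the one by size among them, gave more than 1 changed gene. That cannot decide on library size, since such splits mix the genotypes and their difference enters the spread. Library sizes overlapped, at 12035142 to 30701799 in w1118 and 12174443 to 22000890 in RluA-2. They showed no difference between the genotypes (exact permutation test, p = 0.714). An effect of sequence linked to the RluA-2 locus on the genes near it is argued against as the cause for most of the genes, since 4.01% of the changed symbols lie within 2 Mb of RluA-2, where 3.57% of the tested symbols lie. By chromosome arm, the share of tested symbols that changed was 19.5% on 2L, 19.9% on 2R, 22.2% on 3L, 20.0% on 3R, 19.1% on X and 17.3% on 4. A loss of RluA-2, linked sequence that acts on genes elsewhere, a difference in background elsewhere in the genome and the difference at w stay open, and this design does not separate them.

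The number of ribosomal protein genes that rose was also reached in 1 of 35 splits, the real one. No other split gave more than 1 changed gene of any kind, so this split test adds nothing for the ribosomal protein genes. Their expression level or length is argued against, since none of 10000 lists of genes matched for these had as high a median change (permutation test, p = 0.0001, the smallest that 10000 lists allow), and the highest list had 0.09 where these genes had 0.20. A step of the mock libraries alone is argued against, since 81 of 84 had a positive change in the CMC libraries too. These values are consistent with a rise of ribosomal protein mRNAs by a common cause, as a hypothesis. Whether that cause is RluA-2, another difference between the strains or a difference in the tissue sampled was not tested.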
